# Isolate-Specific Modulation of Growth, Carbon Allocation, and Transcriptomic Responses in *Spirodela polyrhiza* by Duckweed-Associated Bacteria

**DOI:** 10.3390/microorganisms14081850

**Published:** 2026-08-20

**Authors:** Karnjana Ruenpham, Kazuhiro Mori, Yasuhiro Tanaka, Arinthip Thamchaipenet, Masaaki Morikawa, Tadashi Toyama

**Keywords:** growth-promoting bacteria, starch accumulation, transcriptome

## Abstract

Duckweed-associated plant growth-promoting bacteria have attracted attention for their potential to enhance duckweed biomass production. However, the mechanisms underlying isolate-specific growth promotion are unclear. This study compared the effects of two duckweed-associated bacterial isolates, *Terrimicrobium* sp. PS02 and *Aeromicrobium* sp. PS05, on the growth, biomass composition, colonization behavior, and transcriptomic responses of *Spirodela polyrhiza.* Biomass composition and transcriptome analyses were performed to characterize the host responses. Both isolates enhanced duckweed biomass; PS02 increased it 1.2-fold, whereas PS05 induced a significant 1.4-fold increase compared to the uninoculated control. PS05 established bacterial populations approximately one order of magnitude higher than those of PS02 and formed dense extracellular polymeric substance-mediated microcolonies on the surface. Transcriptome analysis revealed that PS05 induced 1108 differentially expressed genes, compared with 454 in PS02, indicating greater host transcriptomic reprogramming. Functional enrichment of transcriptome responses showed that PS05 preferentially regulates carbohydrate biosynthesis, central carbon metabolism, and starch biosynthesis, significantly enhancing starch accumulation and turion formation without reducing protein or photosynthetic pigment content. This study provides evidence linking bacterial colonization, host transcriptomic regulation, carbon allocation, and biomass production in duckweed, offering a basis for engineering high-performance duckweed–microbiome systems for sustainable biomass production.

## 1. Introduction

Duckweeds (*Lemnaceae*) are the smallest and fastest-growing flowering aquatic plants. Owing to their rapid biomass production, high protein and starch content, and ability to efficiently assimilate nutrients from water, duckweeds have attracted increasing attention as sustainable biomass resources for biofuels, animal feed, fertilizers, bioplastics, and wastewater treatment [1,2,3]. Furthermore, duckweeds can be cultivated without competing for agricultural land and can efficiently use nutrients recovered from wastewater, thereby contributing to resource recycling and sustainable circular bioeconomy systems [4,5,6]. Moreover, cultivation in controlled indoor environments enables year-round production of hygienically safe biomass with stable quality and predictable productivity, independent of seasonal fluctuations [7,8].

Duckweed growth and productivity are strongly influenced by microorganisms inhabiting plant surfaces and the surrounding aquatic environment. Similar to terrestrial plants, duckweeds harbor diverse plant growth-promoting bacteria (PGPB) that enhance host growth through mechanisms such as indole-3-acetic acid (IAA) production, siderophore-mediated iron acquisition, nitrogen fixation, phosphate solubilization, and stress alleviation [9,10,11,12]. Several duckweed-associated bacteria, including *Acinetobacter soli* W7-21, *Aquitalea magnusonii* H3, *Exiguobacterium* sp. MH3, *Acidobacteriota*-related bacteria F-183 and TBR-22, and other aquatic PGPB have been reported to promote duckweed growth and biomass production [9,11,13,14]. These studies highlight the importance of plant–microbe interactions in duckweed biotechnology.

Microbiome studies have demonstrated that duckweeds harbor taxonomically distinct and host-specific bacterial communities, suggesting that the associated microorganisms play important roles in host growth and adaptation. Furthermore, bacterial colonization mechanisms and host–microbe interactions have been investigated using genomic and microbiome approaches [15,16,17,18]. These findings support the concept that duckweeds are holobionts consisting of a host plant and its associated microbiota.

Despite these advances, the mechanisms underlying the isolate-specific effects of duckweed-associated bacteria remain unclear. Most previous studies have focused on the isolation and screening of beneficial bacteria or the evaluation of their growth-promoting effects [9,12,14,19]. Although some studies have compared multiple bacterial isolates and examined their colonization of duckweed surfaces, their analyses have been largely limited to growth responses, biomass accumulation, and chlorophyll production. Consequently, the mechanisms by which different bacterial isolates differentially influence host physiology and metabolism remain unclear, particularly regarding the association between differences in bacterial colonization strategies and host growth responses, biomass composition, or molecular regulation in duckweed. To the best of current knowledge, no study has systematically compared the effects of different duckweed-associated bacterial isolates on the same host plant by integrating bacterial colonization patterns, host biomass productivity, biochemical composition, and global transcriptomic responses. Understanding such isolate-specific interactions is important for elucidating the ecological basis of duckweed–bacteria symbiosis and developing rational strategies for selecting beneficial microbial partners for high-performance duckweed cultivation systems.

This study hypothesized that different duckweed-associated bacteria establish distinct symbiotic relationships with their hosts, consequently inducing different physiological and molecular responses. To test this hypothesis, this study aimed to investigate the isolate-specific effects of two bacterial isolates, *Terrimicrobium* sp. PS02 and *Aeromicrobium* sp. PS05, isolated from *Spirodela polyrhiza*. The present study characterized the plant growth-promoting traits of these bacteria, evaluated their colonization patterns on duckweed surfaces, and assessed their effects on duckweed growth, biomass composition, and host transcriptomic responses. This study provides the first integrated comparison of how different duckweed-associated bacteria modulate host growth, metabolism, and gene expression, thereby advancing the understanding of isolate-specific duckweed–bacteria symbiosis and providing a scientific basis for the development of optimized duckweed–microbiome systems for sustainable biomass production.

## 2. Materials and Methods

### 2.1. Duckweed and Its Cultivation

*Spirodela polyrhiza* UY001, originally collected from Kofu, Yamanashi, Japan, was maintained under sterile conditions in 0.1× diluted Hutner’s medium (0.1 DHM) [20]. Duckweed cultures were incubated in a plant growth chamber at 28 ± 1 °C under fluorescent lamps at a photosynthetic photon flux density of 150 µmol m^−2^ s^−1^ and a 16 h photoperiod (16 h light/8 h dark), and sub-cultured every 1–2 weeks. Axenic conditions were routinely verified by placing duckweeds on Reasoner’s 2A (R2A; Shiotani M.S., Amagasaki, Japan) agar and confirming the absence of bacterial growth after 7 days of incubation.

### 2.2. PGPB Isolates

Two duckweed-associated PGPB isolates, *Terrimicrobium* sp. PS02 and *Aeromicrobium* sp. PS05, were previously isolated from the surface of *S. polyrhiza* cultivated in environmental pond water containing indigenous bacterial communities. Briefly, duckweed fronds were vigorously vortexed, shaken, and vortexed again in sterile 0.1 DHM to detach surface-associated bacteria. The resulting suspension was serially diluted and spread onto R2A agar plates, followed by incubation at 25 °C for 14 d. Representative colonies were isolated, and genomic DNA was extracted using Cica Geneus DNA Extraction Reagent (Kanto Chemical, Tokyo, Japan) according to the manufacturer’s instructions. Full-length 16S rRNA gene amplification and sequencing were conducted by FASMAC (Atsugi, Japan). The resulting sequences were deposited in the DNA Data Bank of Japan under accession numbers LC943439 and LC943440. Taxonomic identification was conducted using the web-based NCBI BLAST analysis of the 16S rRNA gene sequences against type strains, and plant growth-promoting traits, including IAA and siderophore production and potential nitrogen fixation, were evaluated as described in Table S1.

### 2.3. Co-Cultivation of S. polyrhiza and Each PGPB

Each PGPB isolate was grown in R2A broth at 150 rpm and 28 °C for 24 h, centrifuged at 10,000× *g* for 5 min, washed two times with sterile 0.1 DHM, and resuspended in sterile 0.1 DHM. A bacterial cell suspension with an optical density of 0.2 at 600 nm was prepared to a final volume of 100 mL in a 300 mL flask. A total of 30 fronds of axenic *S. polyrhiza* were inoculated with each bacterial suspension and incubated for 24 h under the cultivation conditions described above. Subsequently, 20 inoculated fronds (average dry weight 4.4 ± 0.6 mg) were gently washed three times using sterile 0.1 DHM and transferred into a 500 mL flask containing 200 mL of 0.1 DHM in three biological replicates, alongside uninoculated axenic duckweed controls. All flasks were maintained under identical conditions for 10 d. At the end of the co-cultivation period, the duckweed biomass was harvested. A portion of the biomass was dried (70 °C for 24 h), while the remaining fresh biomass was collected for further analyses.

### 2.4. Bacterial Cell Density Measurement

To quantify bacterial colonization on the duckweed surface, the colony-forming units (CFU) on the fronds and roots were counted 24 h post-inoculation and on the final day of co-cultivation. Plant bodies with two fronds were washed two times with sterile water, sectioned using a scalpel to separate the fronds and root tissues, and the total number of roots was counted. Frond and root tissues were separately suspended in sterile 0.1 DHM, serially diluted to 10^−4^, and 10 µL aliquots of each dilution were spotted onto R2A agar plates. All plates were incubated at 28 °C until visible bacterial colonies appeared. The number of colonies was counted and used to calculate the CFU per frond and root, factoring in the initial suspension volume, the respective dilution multipliers, and the 10 µL plating volume. This bacterial cell density quantification was performed using three biological replicates.

### 2.5. Scanning Electron Microscopy

Duckweed–PGPB co-cultivation samples were observed using a scanning electron microscope (SEM) on day 3. Duckweed samples were submerged in 2% glutaraldehyde in 0.1 M phosphoric acid buffer (pH 7.4). The samples were analyzed by Filgen, Inc. (Nagoya, Japan), and the bacterial cells attached to the frond and root surfaces were visualized using a JEOL SEM instrument (JSM-7500F; JEOL, Tokyo, Japan).

### 2.6. Biochemical Analysis of Duckweed Biomass

The effect of PGPB on duckweed growth was evaluated by assessing the pigment, starch, and protein content, along with the overall biomass enhancement. Pigments were extracted from fresh duckweed on the final day of co-cultivation. Two duckweed fronds (average fresh weight 10.2 ± 2.6 mg) were placed into a tube containing 1 mL of pre-chilled 99.5% methanol and incubated for 40 min on ice in the dark. The absorbance was measured at 470, 652, and 665 nm using a UV-Vis spectrophotometer (Shimadzu, Tokyo, Japan). The total chlorophyll and carotenoid contents were calculated using standard equations described by [21].

Subsequently, the dried biomass was ground into a powder and measured to determine the total starch and protein contents. Starch content was measured using a total starch assay kit (Megazyme International, Wicklow, Ireland) according to the manufacturer’s instructions. Protein content was quantified using a bicinchoninic acid protein assay kit (Takara Bio Inc., Otsu, Shiga, Japan) following the manufacturer’s instructions. All biochemical analyses were conducted using three biological replicates. In addition, to check for turion formation in duckweed, fresh samples on the last day of co-cultivation were observed using a stereomicroscope (Olympus SZ61; Olympus, Tokyo, Japan).

### 2.7. RNA Extraction, Sequencing, and RT-qPCR

Total RNA was extracted from control *S. polyrhiza* and duckweed–PGPB co-cultivated samples (PS02 and PS05) on day 10 using NucleoSpin RNA Plant (MACHEREY-NAGEL, Düren, Germany) following the manufacturer’s instructions with three biological replicates per treatment. Library preparation, RNA sequencing, and differential expression analyses were performed by FASMAC (Atsugi, Japan). The sequences were deposited in the Gene Expression Omnibus under accession number GSE338012. The *S. polyrhiza* 162 (SP162) was used as the reference genome for read mapping [22]. Principal component analysis (PCA) and pairwise Pearson correlation analysis were performed using log2-transformed transcripts per million (log_2_(TPM + 1)) values. Differentially expressed genes (DEGs) were defined using an adjusted *p*-value < 0.05 and absolute log_2_(fold change) ≥ 0.58. RT-qPCR was performed to validate the RNA sequencing data. *Actin* was used as a stable reference gene, and all primer sequences are listed in Table S2. Extracted RNA was subjected to RT-qPCR across three biological replicates using the One-step TB Green PrimeScript RT-PCR kit and a Thermal Cycler Dice Real-Time System II (Takara Bio Inc., Otsu, Japan) with the following thermal cycling conditions: 42 °C for 5 min; 95 °C for 10 s; 40 cycles of 95 °C for 5 s and 60 °C for 30 s. Relative gene expression was quantified using the 2^−ΔΔCt^ method [23] and expressed as the log-transformed fold change (log_2_FC).

### 2.8. Functional Annotation and Pathway Enrichment

A custom annotation pipeline was used to elucidate the putative functions of DEGs. Gene Ontology (GO) terms were assigned using EggNOG-mapper v2 against the eggNOG database v5 in DIAMOND mode [24,25]. Kyoto Encyclopedia of Genes and Genomes (KEGG) orthology terms were independently assigned using KofamKOALA [26] and merged with the corresponding annotations retrieved from the EggNOG-mapper. Functional enrichment of DEGs was performed using the R package clusterProfiler to identify transcriptomic changes associated with duckweed–PGPB interactions.

### 2.9. Statistical Analyses

All statistical analyses were conducted using R version 4.6.0 (R Foundation for Statistical Computing, Vienna, Austria) and RStudio (Posit Software, PBC, Boston, MA, USA). One-way analysis of variance, followed by Tukey’s post hoc test, was performed to determine the statistical significance of dry biomass, starch, protein, and pigment content in duckweed biomass. In addition, independent two-sample Welch’s *t*-tests were performed to evaluate differences in bacterial colonization between the two PGPB isolates. Statistical significance was set at *p* < 0.05.

## 3. Results

### 3.1. Isolate-Specific Growth Promotion and Colonization Patterns of Duckweed-Associated PGPB

Two duckweed-associated PGPB isolates, PS02 and PS05, were individually co-cultured with axenic *S. polyrhiza* for 10 d to compare their isolate-specific growth-promoting effects. Although both isolates tended to increase duckweed biomass (Figure 1), only PS05 induced a statistically significant increase compared to the control (*p* < 0.05). The final biomass reached 0.0899 g dry weight in the PS05 treatment (a 1.4-fold increase), whereas the PS02 treatment resulted in a dry weight of 0.0756 g (a 1.2-fold increase). PS05 exhibited a greater growth-promoting effect than that of PS02.

Both isolates successfully colonized the duckweed surface but exhibited markedly different colonization dynamics (Figure 2). After 24 h, PS05 reached bacterial densities of 2.43 × 10^6^ CFU/frond and 8.80 × 10^5^ CFU/root, whereas PS02 reached only 1.53 × 10^5^ CFU/frond and 5.00 × 10^4^ CFU/root, representing approximately 16-fold and 18-fold lower densities, respectively. After 10 d of cultivation, the bacterial populations decreased on the fronds but remained relatively stable on the root. Nevertheless, PS05 consistently maintained substantially higher cell densities (6.60 × 10^5^ CFU/frond and 2.27 × 10^5^ CFU/root) than PS02 on both fronds and roots (8.33 × 10^4^ CFU/frond and 2.07 × 10^4^ CFU/root).

The contrasting colonization patterns were further confirmed using SEM analysis (Figure 3). PS02 cells were sparsely distributed on the frond and root surfaces and were mainly observed as individual cells or small aggregates consisting of one to three cells (Figure 3a,b). In contrast, PS05 formed dense microcolonies composed of approximately 10–20 cells interconnected by abundant filamentous extracellular polymeric substances (EPS), resulting in extensive attachment across the plant tissues (Figure 3c,d).

### 3.2. Isolate-Specific Effects of Two PGPB Isolates on Biomass Composition of S. polyrhiza

After 10 d of co-cultivation, the biochemical composition of *S. polyrhiza* biomass was evaluated (Figure 4). Among the biomass components analyzed, starch was the only component statistically significantly enhanced by bacterial inoculation (*p* < 0.05; Figure 4a). The starch content of axenic *S. polyrhiza* was 226 ± 19.9 mg/g dry biomass, whereas co-cultivation with PS02 and PS05 increased the starch content to 266 ± 8.89 mg/g (1.2-fold) and 292 ± 4.58 mg/g (1.3-fold), respectively (*p* < 0.05). This increase was greater in duckweed co-cultivated with PS05 than that in duckweed co-cultivated with PS02.

In contrast, the protein content was not significantly affected by either bacterial isolate (*p* > 0.05; Figure 4a). The protein content was 326 ± 15.5, 311 ± 42.8, and 286 ± 17.0 mg/g dry biomass in the control, PS02, and PS05 treatments, respectively. Similarly, bacterial inoculation had little effect on the photosynthetic pigment content (Figure 4b). The total carotenoid content remained between 0.14 and 0.15 mg/g fresh biomass, whereas the total chlorophyll content ranged from 0.50 to 0.59 mg/g fresh biomass, with no significant differences among treatments *(p* > 0.05).

Stereomicroscopy revealed distinct morphological responses to bacterial inoculation (Figure 4c). Axenic duckweed remained vegetative throughout the cultivation period, whereas duckweed co-cultivated with either PS02 or PS05 consistently initiated visible turion formation on the fronds, particularly on the abaxial surface.

### 3.3. Transcriptomic Responses of S. polyrhiza to Duckweed-Associated PGPB

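Duckweed was sampled for RNA on day 10 from 9 flasks, 3 each of the axenic control, PS02 and PS05 treatments, so each replicate library stands for a separate culture. *S. polyrhiza* is a free-floating aquatic plant, and the PS02 (*Terrimicrobium*) and PS05 (*Aeromicrobium*) isolates had been obtained from its surface. The fronds of the PS02 and PS05 treatments were kept in a bacterial suspension for 24 h, washed and then grown without further inoculation. The control fronds were not inoculated. All flasks were kept at 28 °C, with 16 h of light and 8 h of darkness a day. RNA libraries were made from 20 ng of RNA with the KAPA RNA HyperPrep kit, and FASMAC carried out library preparation, sequencing and differential expression analysis with the SP162 genome as the reference. The aligner, the counting tool and its strand setting are not given in the sources used here. The authors deposited raw counts per gene for each library, together with TPM values, which are the counts divided by the length of each gene and scaled to the same sum in every library. Gene counts summed to 1727336, 1469129 and 2395424 in control replicates 1, 2 and 3, to 2686630, 1606163 and 1819202 in the PS02 replicates, and to 828858, 1171666 and 1594787 in the PS05 replicates. A count was found in at least 1 library for 17341 genes, and these genes entered the PCA and the correlations of log2(TPM + 1) values. Differential expression was tested on the raw counts with the quasi-likelihood test of edgeR, with TMM normalization and all 9 libraries in a single fit. The test covered 11568 genes kept by the filter on low counts, which held 99.1% of all counts. A gene was taken as a DEG at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2(fold change) of at least 0.58, the thresholds stated in the paper. The filter on low counts, the scaling between libraries, the test and the choice of libraries can each change which genes pass, and the low counts of PS05 replicate 1 widen the error of its values. Figure 8 pairs 37 gene IDs with names, and other genes are given by ID because the files do not pair them with names. The study chose those 37 genes as DEGs on these same samples, so their directions are not independent evidence.

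**Figure D1:**
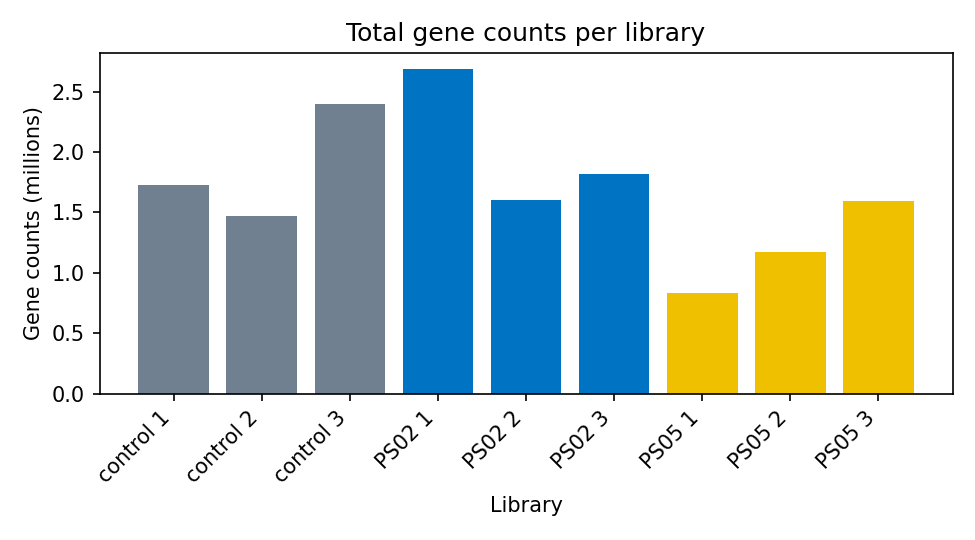
Total gene counts of each library (vertical axis), for the 3 control, 3 PS02 and 3 PS05 libraries (horizontal axis), with 1 bar for each library. The shortest bar is PS05 replicate 1 at 828858 counts and the tallest is PS02 replicate 1 at 2686630 counts.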

RNA sequencing was performed using three biological replicates of axenic *S. polyrhiza* (control) and duckweed co-cultivated with PGPB isolates PS02 and PS05. An average of 43.9 million clean reads was obtained for each sample. 

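The gene counts behind the expression values were a small part of these reads. Set against the clean reads that the paper lists in Table 1, the counts amounted to 4.30% ± 1.09 (SD, n = 3) in the control, 4.60% ± 1.18 (SD, n = 3) in PS02 and 2.72% ± 0.915 (SD, n = 3) in PS05. The shares of single libraries ran from 1.82% to 5.91%, and would be between 3.64% and 11.8% if the listed reads are the mates of read pairs that were counted once. Gene Sp162d005g006450, whose name the files do not give, took 10.0% to 16.3% of the counts of a library, and the second most abundant gene, Sp162d009g006810, took 3.02% to 5.41%. The median count of a tested gene lay between 26 in PS05 replicate 1 and 74 in PS02 replicate 1, so changes in weakly expressed genes carry wide errors.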

High sequencing quality was achieved across all libraries, with Q30 values exceeding 90.8% and GC content exceeding 56.7% (Table 1).

To compare the global transcriptomic responses among the treatments, principal component analysis (PCA) was performed using log_2_-transformed transcripts per million (log_2_(TPM + 1)) values (Figure 5a). The control and PS02-treated samples clustered closely, indicating similar global gene expression profiles. In contrast, the PS05-treated samples were clearly separated from the control and PS02 groups along PC1, demonstrating a distinct transcriptomic response.

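Single genes show how near some levels in the axenic and the PS02-treated duckweed were, and they do not stand for their pathways. The gamma subunit of the F-type H+-transporting ATPase (Sp162d013g008930), part of the enzyme that makes ATP from a proton gradient, was at 517 ± 25.3 CPM (TMM-normalized, SD, n = 3) in the control and 515 ± 55.0 CPM (SD, n = 3) in PS02. Sedoheptulose-bisphosphatase (Sp162d001g017490), which helps to regenerate the carbon acceptor of the Calvin cycle, was at 508 ± 58.2 CPM in the control and 497 ± 75.4 CPM in PS02 (SD, n = 3 each). The log2(fold change) was −0.01 (standard error 0.141) for the ATPase subunit and −0.03 (standard error 0.150) for sedoheptulose-bisphosphatase, with adjusted p = 0.994 and 0.967 from edgeR. Other genes lay farther apart, such as aldolase gene Sp162d004g000190, with a log2(fold change) of −1.14 in PS02 and no overlap with the control values (adjusted p = 0.0545 from edgeR). A gene that did not pass is not shown to be unchanged. In simulated data with 200 changed genes (PS05 against control), 40.5% of genes changed 2-fold and 4.59% of genes changed 1.5-fold were recovered. The changes were placed in PS05 only, in genes drawn from all those tested. These shares therefore do not give the power in PS02 or for the single genes named here. The share at 1.5-fold is also no plain measure of power, because such a change lies at the fold change threshold itself. In the PCA, the first component held 22.6% of the variance and the second 17.2%. The mean PC1 score was −33.0 ± 12.1 (SD, n = 3) in the control and −41.0 ± 13.9 (SD, n = 3) in PS02, a gap within the spread of the replicates (two-sided exact permutation test, p = 0.5). With 3 libraries against 3 this test cannot give a p below 0.1, so it does not show that the groups are alike. On PC2 the control replicates scored 77.3, 14.2 and 9.72, and the PS02 replicates scored 1.44, −18.0 and −10.1. The groups thus did not overlap on PC2, where no test was run.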

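Single genes illustrate levels at which the PS05 libraries lay apart from the others. They come from the list of Figure 8 and do not stand for the Calvin cycle, of which other genes rose. A fructose-bisphosphate aldolase gene (Sp162d020g004060) was at 206 ± 46.6 CPM in PS05, against 604 ± 57.4 in the control and 811 ± 168 in PS02 (SD, n = 3 each). Its enzyme joins 3-carbon sugars in the chloroplast and runs the reverse reaction in glycolysis. A glyceraldehyde 3-phosphate dehydrogenase gene (GAPDH, Sp162d002g006230) was at 697 ± 65.5 CPM in PS05, 1320 ± 124 in the control and 1460 ± 121 in PS02 (SD, n = 3 each). The aldolase gene fell by 1.54 on the log2 scale (standard error 0.187, adjusted p = 8.84e-05 from edgeR's quasi-likelihood test, PS05 against control), and the GAPDH gene fell by 0.92 (standard error 0.148, adjusted p = 0.000991 from edgeR). For both genes every PS05 library lay below every control and PS02 library. On PC1 the PS05 replicates scored 136, 52.0 and 33.7, while the 6 other libraries scored between −55.1 and −25.5. Against the control alone, the PC1 scores of PS05 gave p = 0.1 in a two-sided exact permutation test. With 3 libraries against 3 that test cannot go lower. The separation of the 3 PS05 libraries from the other 6 gave p = 0.0238 in a two-sided exact permutation test, the smallest possible there. PS02 was tested against the control only, so its result is not to be set beside this pooled one. Leaving out 1 PS05 library leaves 2 against 6, and the smallest p is then 0.0714, which was reached in each case. PS05 replicate 1, the library with the fewest counts, lay farthest out.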

The pairwise Pearson correlation analysis further supported these PCA results (Figure 5b). The expression profiles of the control and PS02 samples were highly similar (*r* ≥ 0.91), whereas the correlations between the PS05-treated samples and the other treatments were lower (*r* = 0.86–0.92). These results indicate that PS05 induced substantially greater transcriptomic changes in *S. polyrhiza* than PS02. This greater transcriptomic reprogramming aligns with the superior growth-promoting effects observed in PS05-treated duckweed.

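Single genes of sugar metabolism differed between the PS05 and PS02 treatments when these were compared directly, and others did not pass. Sucrose-6-phosphatase (Sp162d007g000820), the last enzyme of sucrose synthesis, was at 48.4 ± 2.99 CPM in PS05 and 98.4 ± 21.1 CPM in PS02 (SD, n = 3 each; adjusted p = 0.00225 from edgeR), with 72.4 ± 9.70 CPM in the control. A fructose-bisphosphate aldolase gene (Sp162d004g000190) was at 52.9 ± 17.3 CPM in PS05 and 17.6 ± 6.26 CPM in PS02 (SD, n = 3 each; adjusted p = 0.00206 from edgeR), with 38.1 ± 5.71 CPM in the control. GAPDH genes Sp162d004g011200 and Sp162d010g000460 did not pass (log2(fold change) −0.43 and 0.49, adjusted p = 0.136 and 0.100 from edgeR). In all, 928 genes passed in PS05 against PS02, of which 344 were higher and 584 lower in PS05. Scaling by total counts alone turned this balance to 459 higher and 430 lower, as the median log2(fold change) of all tested genes moved from 0.04 to 0.14. The count was 589 without PS02 replicate 1 and 612 without PS05 replicate 2. Pearson correlations across genes averaged 0.931 (range 0.919 to 0.945) between control and PS02 libraries, 0.906 (0.875 to 0.934) between control and PS05 libraries and 0.912 (0.884 to 0.936) between PS02 and PS05 libraries. Within groups the means were 0.933 in the control, 0.943 in PS02 and 0.907 in PS05. The low mean in PS05 came from replicate 1, which had r = 0.891 and 0.894 with replicates 2 and 3, while those correlated with each other at 0.937. The control correlated with PS02 more closely than with PS05 by 0.0252, and no other labelling of the 6 treated libraries gave a larger difference (two-sided exact permutation test, p = 0.1, the smallest p that 20 labelled splits allow). Counts also matter here, since the mean r of every library with the others fell when all were thinned to 828858 counts, a check chosen after the values were seen. It was then 0.891 and 0.898 in PS05 replicates 2 and 3, within the 0.883 to 0.901 of the control and PS02 libraries. Thinning did not bring them there, since before it they were at 0.914 and 0.926, within 0.911 to 0.930. PS05 replicate 1 lay below the control and PS02 libraries both before thinning (0.886) and after it (0.867). Without PS05 replicate 1 and without thinning, the mean between control and PS05 libraries was 0.916. From the close grouping of control and PS02 in the PCA, the separation of PS05 along PC1 and these correlations (Figure 5), the paper concludes that PS05 changed the duckweed transcriptome more than PS02, and it relates this to the stronger growth promotion by PS05.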

### 3.4. Differential Gene Expression Induced by Duckweed-Associated PGPB

To investigate the host molecular responses to duckweed-associated PGPB, DEGs were identified using an adjusted *p*-value < 0.05 and |log_2_(fold change)| ≥ 0.58 (1.5-fold change). Co-cultivation with PS02 resulted in 454 DEGs, comprising 136 upregulated and 318 downregulated genes (Figure 6a,b). In contrast, PS05 induced substantially larger transcriptomic changes, with 1108 DEGs, including 383 upregulated and 725 downregulated genes. Thus, PS05 affected approximately 2.4 times more genes than PS02.

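In PS02-treated duckweed 47 genes rose and 175 fell, a total of 222 DEGs. Gene Sp162d018g003430 rose 9.06-fold, from 2.30 ± 0.888 CPM in the control to 20.5 ± 7.18 CPM (SD, n = 3 each), with a log2(fold change) of 3.18 (standard error 0.483, adjusted p = 0.00138 from edgeR's quasi-likelihood test). Gene Sp162d001g014910 rose 4.63-fold, from 37.9 ± 9.39 to 174 ± 70.2 CPM (SD, n = 3 each), with a log2(fold change) of 2.21 (standard error 0.269, adjusted p = 0.000129 from edgeR). Neither ID is among the genes that Figure 8 names. Of the 222 DEGs, 162 changed at least 2-fold and 42 at least 4-fold, and the 3 PS02 values did not overlap the 3 control values for 221 of them. Chance alone gives such a separation for 10% of genes, and 17.6% of all tested genes showed it. The DEGs were picked on these same libraries, so their lack of overlap is largely built in and is no independent evidence. The count was 107 without control replicate 2, 111 without control replicate 3, 128 without PS02 replicate 1, 116 without PS02 replicate 3 and 353 without PS02 replicate 2. It was 384 with limma voom and 402 with no filter on low counts. The number that rose was the less stable part, at 13 without control replicate 3, 124 without PS02 replicate 2 and 135 with no filter, and the number that fell was 98, 229 and 267 in these settings.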

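Many more genes passed in PS05-treated duckweed, where 283 rose and 566 fell, a total of 849 DEGs. Gene Sp162d001g012940 rose from 0.653 ± 0.639 CPM in the control to 12.6 ± 6.69 CPM (SD, n = 3 each), a log2(fold change) of 4.02 (standard error 0.969, adjusted p = 0.0161 from edgeR's quasi-likelihood test). Gene Sp162d012g001160 had a single count in the 3 control libraries and 69 counts in the 3 PS05 libraries, a ratio of 104 per unit of depth (95% counting interval 18.0 to 4153; adjusted p = 0.0128 from edgeR). Its PS05 values were 29.3, 35.7 and 1.78 CPM, so replicate 3 lay far below the other two. The call of both genes was lost without control replicate 1, 2 or 3 or without PS05 replicate 2, with adjusted p from 0.0551 to 0.0933 in edgeR, while the log2(fold change) stayed between 3.50 and 5.00 for Sp162d001g012940 and between 4.26 and 8.08 for Sp162d012g001160 over all alternatives. For Sp162d012g001160 it was also lost with DESeq2, limma voom and robust estimation (adjusted p = 0.0889, 0.055 and 0.0783). Among the 849 DEGs, 430 changed at least 2-fold and 70 at least 4-fold. The PS05 and control values did not overlap for 836 of them, and for 26.1% of all tested genes, where chance gives 10%. For the DEGs this separation is again largely built in, since they were picked on the same libraries. The count was 471 without control replicate 1, 538 without control replicate 3 and 534 without PS05 replicate 2. In these settings the number that rose was 115, 132 and 171, and the number that fell was 356, 406 and 363.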

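RuBisCO accumulation factor 1 (Sp162d009g001130), a chaperone in the assembly of the CO2-fixing enzyme RuBisCO, shows the contrast between the treatments. It was at 31.2 ± 6.03 CPM in the control, 19.3 ± 5.19 in PS02 and 76.6 ± 16.4 in PS05 (SD, n = 3 each). Against the control its log2(fold change) was 1.26 in PS05 (standard error 0.238, adjusted p = 0.00333 from edgeR) and −0.67 in PS02 (standard error 0.255, adjusted p = 0.269 from edgeR), and PS05 and PS02 differed by 1.94 (adjusted p = 8.2e-05 from edgeR). The fructose-bisphosphate aldolase gene Sp162d009g005050 was at 2038 ± 40.4 CPM in the control, 2088 ± 431 in PS02 and 858 ± 238 in PS05 (SD, n = 3 each), and PS05 and PS02 differed by −1.29 (adjusted p = 0.000381 from edgeR). Over all tested genes, PS05 had 3.82 times as many DEGs as PS02. When the counts of every library were thinned at random to those of PS05 replicate 1, the ratio was 4.43 ± 0.353 (SD, 5 draws). This check was chosen after the values were seen. It took counts mainly from the other groups and could hardly lower the ratio, so it decides nothing on unequal counts. The ratio was 6.45 without PS02 replicate 1, 6.61 without PS02 replicate 3 and 2.22 without PS05 replicate 2. With limma voom it was 2.58, with no filter on low counts 2.65 and with only the 2 groups compared in the fit 2.81.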

Both bacterial isolates predominantly induced transcriptional repression, as the number of downregulated genes exceeded the number of upregulated genes in both treatments (Figure 6b). 

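Lower expression prevailed among the DEGs of both treatments. Gene Sp162d014g002450 fell in both, from 205 ± 31.8 CPM in the control to 5.43 ± 5.12 in PS02 and 39.4 ± 36.8 in PS05 (SD, n = 3 each), with log2(fold change) of −5.36 (standard error 0.644, adjusted p = 0.000116 from edgeR) and −2.46 (standard error 0.518, adjusted p = 0.0068 from edgeR). Gene Sp162d010g004850 fell in PS02, with 1 count in the 3 PS02 libraries against 89 in the 3 control libraries, a ratio of 93.5 (95% counting interval 16.4 to 3734; adjusted p = 0.000483 from edgeR). Gene Sp162d004g011490 fell in PS05, with 2 counts against 74 in the control, a ratio of 24.6 (95% counting interval 6.58 to 207; adjusted p = 0.00545 from edgeR). These intervals cover counting error only. Of the DEGs, 78.8% were lower in PS02 and 66.7% were lower in PS05. Scaling by total counts alone gave 84.1% and 58.7%, so the majority stayed on the lower side in both treatments. The calls of Sp162d014g002450 were lost with edgeR's robust estimation (adjusted p = 0.0599 in PS02 and 0.131 in PS05), and that in PS05 also with DESeq2 (adjusted p = 0.147, the highest of all alternatives, from 2.82e-29).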

Comparative analysis further revealed highly isolate-specific transcriptional responses (Figure 6c). Although 175 DEGs were shared between the two treatments, PS05 induced 933 unique DEGs, indicating a substantially broader transcriptional response than PS02.

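Some genes moved alike under both isolates and others moved in opposite directions. Gene Sp162d001g014910, which rose in PS02, also rose in PS05, to 149 ± 23.7 CPM (SD, n = 3), with a log2(fold change) of 1.98 (standard error 0.274, adjusted p = 0.000289 from edgeR). Gene Sp162d010g009180 rose in PS02 (log2(fold change) 1.08, standard error 0.199, adjusted p = 0.00598 from edgeR) and fell in PS05 (log2(fold change) −3.88, standard error 0.329, adjusted p = 3e-06 from edgeR), at 56.7 ± 8.04 CPM in the control, 119 ± 24.9 in PS02 and 3.51 ± 2.10 in PS05 (SD, n = 3 each). Its call in PS02 was lost without control replicate 2 (adjusted p = 0.056), control replicate 3 (0.0649) or PS02 replicate 1 (0.0575) in edgeR. In total 87 genes were DEGs in both treatments, of which 5 were higher in both, 60 were lower in both and 22 went in opposite directions (15 higher in PS02 and lower in PS05, and 7 the reverse). Independent lists of these sizes would share 8.56 genes lower in both and 6.58 in opposite directions, and 20 simulations of unchanged groups against the same controls shared 0 genes. Those simulated lists held at most 3 DEGs each, so they could hardly share any and give no measure of chance for the 87 shared DEGs. The log2(fold change) values of the treatments correlated across genes at 0.366, below the 0.478 that shared controls alone gave in the simulations, while their covariance was 0.0975 against a simulated 0.0548. The 3 controls are too few to be split between the comparisons, so part of the excess overlap may come from the shared controls. A further 762 genes were DEGs in PS05 alone, and 475 of these (62.3%) also passed in PS05 against PS02. Of the 135 DEGs in PS02 alone, 75 (55.6%) did. Over all 11568 tested genes, 928 passed in PS05 against PS02. These genes were picked on the same PS05 or PS02 libraries that enter the direct test. A raised share is therefore built in and is no independent evidence of a response specific to 1 isolate. The number shared was 37 without control replicate 2 and 132 without PS05 replicate 1. The number higher in both was 1 without control replicate 2, control replicate 3 or PS02 replicate 3, 20 without PS02 replicate 2 and 28 with no filter on low counts. The number lower in both was 31 without control replicate 2 and 94 without PS05 replicate 1. Without control replicate 2, far fewer than 22 genes were thus left in opposite directions, so that number depends on single libraries.

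**Figure D2:**
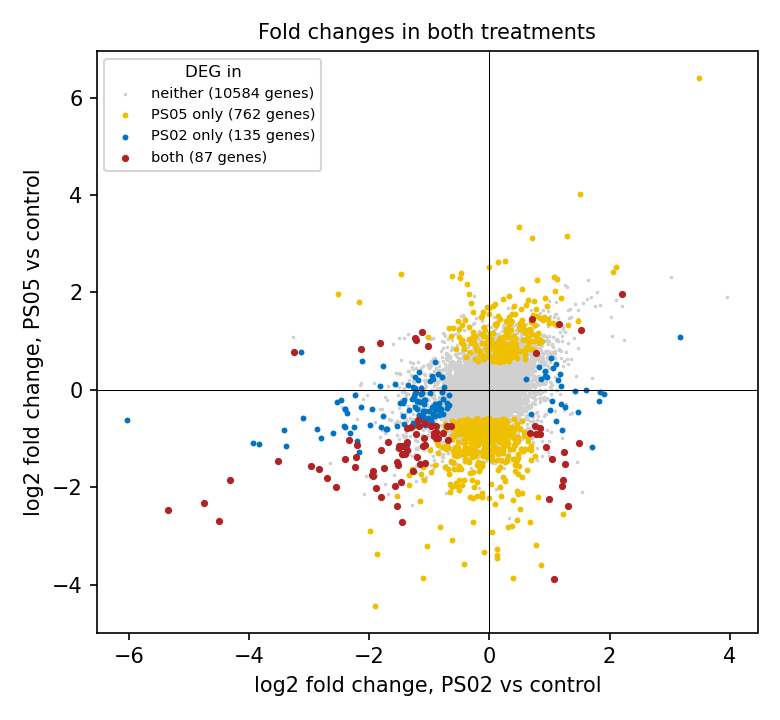
Log2(fold change) of each tested gene in PS02 against control (horizontal axis) and in PS05 against control (vertical axis). Each point is a gene, in gray for the 10584 genes that were DEGs in neither treatment, yellow for 762 in PS05 alone, blue for 135 in PS02 alone and red for 87 in both, of which 60 lie at the lower left.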

### 3.5. Functional Enrichment of Differentially Expressed Genes

GO enrichment analysis was performed to identify the biological processes affected by the bacterial inoculation (Table 2). Five significantly enriched biological process terms were identified in PS02-treated duckweed, whereas three were identified in PS05-treated duckweed.

PS02 primarily affected stress- and defense-related processes, including secondary metabolic processes and responses to salicylic acid and water deprivation. In contrast, PS05 significantly enriched carbohydrate biosynthetic, phenylpropanoid metabolic, and secondary metabolic processes, indicating marked changes in host carbon metabolism.

KEGG pathway enrichment analysis further revealed distinct metabolic responses between the two bacterial isolates (Figure 7). PS02 primarily affected amino acid biosynthesis, whereas PS05 induced broader metabolic reprogramming, including the upregulation of glycolysis/gluconeogenesis and amino acid biosynthesis and the downregulation of carbon metabolism and phenylpropanoid biosynthesis.

### 3.6. Expression of Genes Associated with Starch Biosynthesis

To further elucidate isolate-specific metabolic reprogramming, the expression profiles of key genes involved in photosynthesis, the Calvin cycle, and starch metabolism were extracted from transcriptomic datasets (Figure 8). 

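Of the 6 genes that Figure 8 lists under photosynthesis, 4 fell and 1 rose in PS05 against control, and 1 did not pass the edgeR test (4 lower and 2 higher when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples). The photosystem II 22 kDa protein (Sp162d016g001120), which protects photosystem II by letting excess light energy go as heat, was at 1061 ± 117 CPM in the control and 385 ± 97.8 CPM in PS05 (SD, n = 3 each), a log2(fold change) of −1.47 (standard error 0.196, adjusted p = 0.000213 from edgeR's quasi-likelihood test). Photosystem I subunit VI (Sp162d005g002200) fell by 0.90 on the log2 scale (standard error 0.181, adjusted p = 0.00505 from edgeR). Subunits gamma and b of the F-type H+-transporting ATPase fell by 0.78 (Sp162d013g008930, standard error 0.144, adjusted p = 0.00287 from edgeR) and by 0.71 (Sp162d011g006110, standard error 0.158, adjusted p = 0.00971 from edgeR). The LHC II chlorophyll a/b binding protein 1 gene (Sp162d001g006590), of the light-harvesting antenna, was the one that rose, from 39.6 ± 11.5 CPM (SD, n = 3) in the control to 162, 102 and 39.1 CPM in the PS05 replicates, with a log2(fold change) of 1.29 (standard error 0.359, adjusted p = 0.0357 from edgeR). Photosystem I subunit VIII (Sp162d013g007940) had a log2(fold change) of 0.74 (standard error 0.232, adjusted p = 0.0626 from edgeR) and passed without PS05 replicate 1 (0.0216; range over all alternatives 0.00288 to 0.345). The rise of the LHC II gene was lost without control replicate 1, 2 or 3 (adjusted p = 0.176, 0.0894 and 0.0702 from edgeR), without PS05 replicate 1 or 2 (0.178 and 0.096) and with limma voom or robust estimation (0.165 and 0.117), over a range from 8.35e-07 to 0.178 in all alternatives. At an absolute log2(fold change) of at least 1, 1 of the 6 genes fell and 1 rose. The fall of ATPase subunit b was lost without PS05 replicate 2 (adjusted p = 0.0508 from edgeR, the highest of all alternatives, from 0.000198).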

Consistent with the downregulation of carbon metabolism identified by pathway enrichment analysis, co-cultivation with PS05 induced the downregulation of genes related to energy capture and carbon fixation. This includes the significant repression of multiple photosystem I and II subunits, H^+^-transporting ATPases, and core Calvin cycle enzymes, such as RuBisCO small chains, fructose-1,6-bisphosphatase, and glyceraldehyde 3-phosphate dehydrogenase. In contrast, PS02 had minor effects on photosynthetic and carbon fixation pathways. 

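Among 16 Calvin cycle genes of Figure 8, 9 fell, 4 rose and 3 did not pass in PS05 against control (10 lower and 4 higher when adjusted over the list alone, again a list chosen on these samples). The most abundant RuBisCO small chain gene (Sp162d005g005020), of the enzyme that fixes CO2, was at 11280 ± 641 CPM in the control and 6647 ± 1907 CPM in PS05 (SD, n = 3 each), a log2(fold change) of −0.76 (standard error 0.195, adjusted p = 0.0226 from edgeR's quasi-likelihood test). The small chain genes Sp162d014g007920 and Sp162d008g001710 fell as well, with log2(fold change) of −0.84 and −1.99 (adjusted p = 0.012 and 0.0219 from edgeR), and Sp162d008g001710_1 had a log2(fold change) of −2.63 (standard error 0.924, adjusted p = 0.0957 from edgeR). These genes may share reads with each other, so the values of single copies are uncertain. A fructose-1,6-bisphosphatase I gene (Sp162d004g002180) fell by 0.76 (standard error 0.159, adjusted p = 0.00681 from edgeR), whereas its second gene (Sp162d010g010810), at −0.55 (adjusted p = 0.0333 from edgeR), was under the fold change threshold. GAPDH gene Sp162d004g011200 fell by 0.66 (adjusted p = 0.0208 from edgeR), while GAPDH gene Sp162d010g000460 rose by 0.82 (adjusted p = 0.00743) and aldolase gene Sp162d007g003840 rose by 1.01 (adjusted p = 0.0015). Sedoheptulose-bisphosphatase (Sp162d001g017490) fell by 0.61 (adjusted p = 0.0208 from edgeR) and transaldolase (Sp162d009g004040) of the pentose phosphate pathway rose by 1.05 (adjusted p = 0.0146 from edgeR), and the remaining aldolase, GAPDH and RuBisCO accumulation factor genes that passed are those described above. Several calls were lost with fewer libraries, while the sign of the change stayed the same. These were the calls of small chain Sp162d005g005020, lost without control replicate 1 or 3 (adjusted p = 0.0702 and 0.0754 from edgeR, with log2(fold change) of −0.78 and −0.75), of Sp162d014g007920, lost without control replicate 3 or PS05 replicate 3 (0.0538 and 0.0638), and of Sp162d008g001710, lost without control replicate 3, PS05 replicate 2 or PS05 replicate 3 (0.128, 0.051 and 0.0985). Also lost were GAPDH gene Sp162d004g011200 without control replicate 2 or 3 or PS05 replicate 2 or 3 (0.0674, 0.066, 0.086 and 0.0744), GAPDH gene Sp162d010g000460 without control replicate 2 (0.0524), sedoheptulose-bisphosphatase without control replicate 1 (0.0933) and, by its fold change, with scaling by total counts alone or limma voom (log2(fold change) −0.57 and −0.55), and transaldolase without control replicate 1 or 2 or PS05 replicate 2 (0.0652, 0.0751 and 0.0793). The number that fell was 5 without control replicate 3, and the number that rose was 2 without control replicate 2. At an absolute log2(fold change) of at least 1, 3 fell and 3 rose, so the majority of falls held only with the smaller changes included.

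**Figure D3:**
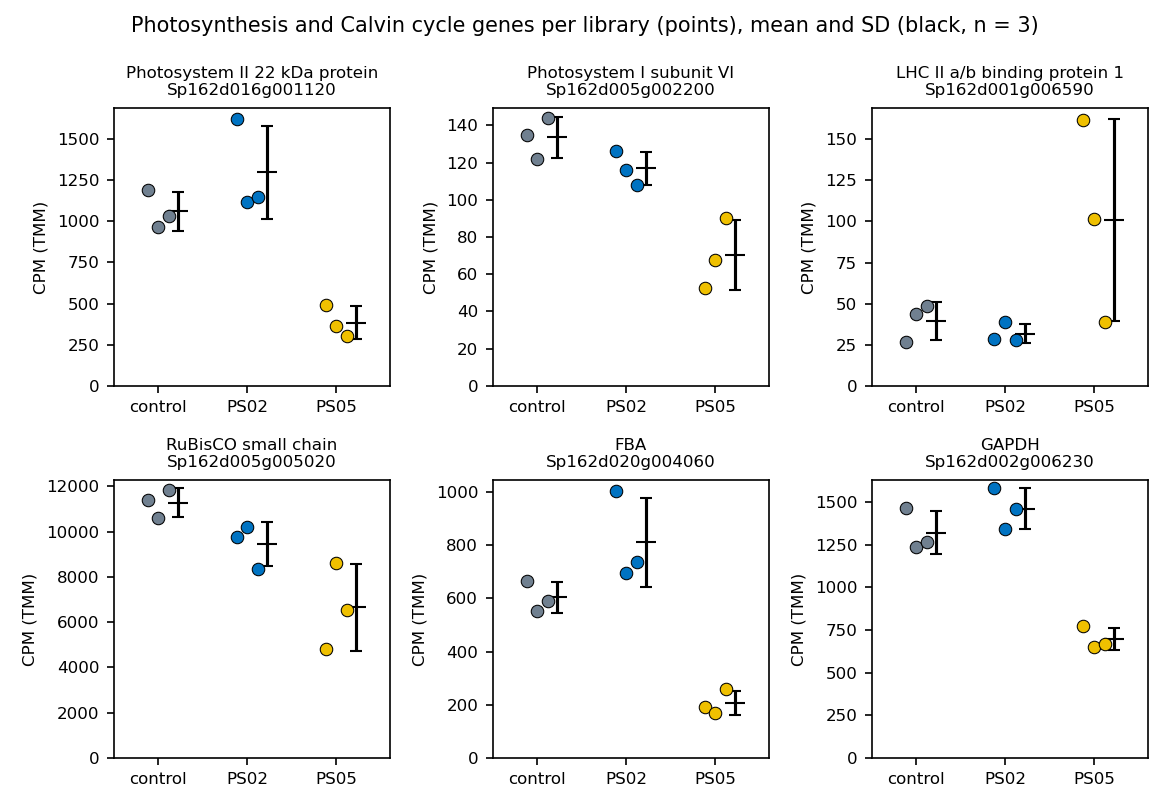
CPM (TMM-normalized, vertical axes) of 6 genes of photosynthesis and the Calvin cycle in the control, PS02 and PS05 libraries (horizontal axes). Colored points are the 3 libraries of each group, and black marks are the mean with the SD. The photosystem II 22 kDa protein, photosystem I subunit VI, RuBisCO small chain, aldolase and GAPDH genes lie lower in every PS05 library than in every control library. The LHC II gene runs from 39.1 to 162 CPM among the PS05 libraries.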

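None of the 6 photosynthesis genes and none of the 16 Calvin cycle genes of Figure 8 passed edgeR's quasi-likelihood test in PS02 against control. At an unadjusted p below 0.05, 0 photosynthesis genes passed, and 1 Calvin cycle gene was higher and 3 were lower. DESeq2 and limma voom each called 1 Calvin cycle gene lower and 0 photosynthesis genes. When adjusted over the list alone, 1 Calvin cycle gene was lower. That gene was fructose-bisphosphate aldolase Sp162d004g000190, with a log2(fold change) of −1.14 in PS02 (standard error 0.291, adjusted p = 0.0545 from edgeR), which passed without PS02 replicate 2 (adjusted p = 0.0428) and without PS05 replicate 1 (0.0284), within a range from 0.00487 to 0.284 over all alternatives. The photosystem II 22 kDa protein was at 1297 ± 282 CPM (SD, n = 3) in PS02, a log2(fold change) of 0.29 (standard error 0.189, adjusted p = 0.629 from edgeR), and the RuBisCO small chain gene Sp162d005g005020 was at 9445 ± 968 CPM (SD, n = 3), a log2(fold change) of −0.26 (standard error 0.193, adjusted p = 0.696 from edgeR). The isolates were also compared directly. In PS05 against PS02, 4 photosynthesis genes were lower and 1 was higher, and 6 Calvin cycle genes were lower and 4 were higher. Scaling by total counts alone made this 2 lower and 2 higher, and 4 lower and 5 higher. Without PS02 replicate 1 or without PS05 replicate 2, 2 photosynthesis genes were lower.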

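Starch genes moved in both directions under each isolate. Of the 12 starch genes of Figure 8, a list the study chose on these samples, 1 rose and 2 fell in PS02, and 5 rose and 3 fell in PS05, by edgeR's quasi-likelihood test (4 higher and 2 lower in PS02, and 5 higher and 4 lower in PS05, when adjusted over the list alone). Alpha-glucosidase (Sp162d017g000620), which releases glucose from the ends of glucan chains, rose in PS05 from 17.6 ± 2.07 to 55.0 ± 21.0 CPM (SD, n = 3 each), a log2(fold change) of 1.68 (standard error 0.282, adjusted p = 0.00147 from edgeR). Alpha-amylase (Sp162d013g006180), which cuts inside starch chains, rose from 40.9 ± 7.73 to 79.4 ± 6.33 CPM (SD, n = 3 each; log2(fold change) 0.94, standard error 0.197, adjusted p = 0.00651 from edgeR). Isoamylase (Sp162d007g010240), which removes branches, rose by 0.81 on the log2 scale (adjusted p = 0.0448 from edgeR), and 4-alpha-glucanotransferase (Sp162d003g009910) rose by 0.79 (adjusted p = 0.032 from edgeR). These last 2 calls were lost without any single control library, PS02 replicate 3, PS05 replicate 1 or PS05 replicate 3, and that of isoamylase also without PS05 replicate 2 and with robust estimation (adjusted p = 0.0707), with adjusted p up to 0.175 for isoamylase and 0.136 for the other in edgeR. In PS02, 6 genes rose and 2 fell without PS02 replicate 2, and 0 rose and 1 fell without control replicate 2 or 3 or PS02 replicate 1 or 3. In PS05, 2 rose without control replicate 1 or 3 or PS05 replicate 3, and 3 rose without control replicate 2 or PS02 replicate 3. At an absolute log2(fold change) of at least 1, 1 rose and 3 fell in PS05, and 1 rose and 1 fell in PS02.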

In starch metabolism, both isolates significantly altered gene expression but displayed distinct regulatory patterns consistent with net starch accumulation in the duckweed biomass. Starch synthase (Sp162d008g005460) was significantly upregulated in PS02 and PS05. Furthermore, co-cultivation with PS05 strongly repressed the genes encoding beta-amylase (Sp162d001g008480 and Sp162d014g001120), suggesting the suppression of the starch degradation pathway. 

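Starch synthase (Sp162d008g005460), which lengthens the glucan chains of starch, was at 35.8 ± 9.42 CPM in the control, 62.6 ± 13.8 CPM in PS02 and 67.6 ± 18.7 CPM in PS05 (SD, n = 3 each). In PS05 it rose, with a log2(fold change) of 0.96 (standard error 0.249, adjusted p = 0.0252 from edgeR's quasi-likelihood test). In PS02 the log2(fold change) was 0.83 (standard error 0.242), with adjusted p = 0.106 from edgeR, and all 3 PS02 libraries lay above all 3 control libraries. PS05 and PS02 differed by 0.12 (standard error 0.236, adjusted p = 0.83 from edgeR). The granule-bound starch synthase gene (Sp162d002g006620), for the enzyme that makes amylose, was at 2577 ± 267 CPM in the control, 3822 ± 1188 in PS02 and 1100 ± 188 in PS05 (SD, n = 3 each). It fell in PS05, with a log2(fold change) of −1.23 (standard error 0.206, adjusted p = 0.00143 from edgeR), and its log2(fold change) in PS02 was 0.57 (standard error 0.202, adjusted p = 0.227 from edgeR). Without PS02 replicate 2, both genes passed as higher in PS02, with log2(fold change) of 1.00 for starch synthase (adjusted p = 0.0285 from edgeR) and 0.76 for granule-bound starch synthase (adjusted p = 0.0288 from edgeR, within 0.0167 to 0.776 over all alternatives), and starch synthase also passed there with limma voom and with no filter on low counts (adjusted p = 0.0355 and 0.0175, within 0.01 to 0.454 over all alternatives). The rise of starch synthase in PS05 was lost without control replicate 1, control replicate 3 or PS05 replicate 3 (adjusted p = 0.113, 0.139 and 0.169 from edgeR).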

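Beta-amylases release maltose from starch, and the 3 beta-amylase genes of Figure 8 did not move together. The most abundant, Sp162d001g008480, was at 1666 ± 95.2 CPM in the control, 425 ± 17.6 in PS05 and 561 ± 134 in PS02 (SD, n = 3 each). It fell in PS05, with a log2(fold change) of −1.97 (standard error 0.174, adjusted p = 4.41e-06 from edgeR's quasi-likelihood test), and in PS02, with a log2(fold change) of −1.57 (standard error 0.170, adjusted p = 4.08e-05 from edgeR). The treatments differed by −0.40 (adjusted p = 0.175 from edgeR), a difference that passed only without PS02 replicate 2 among the leave-one-out fits (−0.59, adjusted p = 0.0213, the lowest of all alternatives, which reach 0.511). The second gene, Sp162d014g001120, was at 37.1 ± 13.2 CPM in the control, 12.9 ± 2.14 in PS05 and 87.9 ± 31.9 in PS02 (SD, n = 3 each). It fell in PS05 (log2(fold change) −1.51, standard error 0.351, adjusted p = 0.0128 from edgeR) and rose in PS02 (1.25, standard error 0.273, adjusted p = 0.0209 from edgeR), and the treatments differed by −2.76 (adjusted p = 4.37e-05 from edgeR). The third gene, Sp162d010g007270, was at 59.6 ± 4.24 CPM in the control, 87.0 ± 18.7 in PS05 and 31.9 ± 1.83 in PS02 (SD, n = 3 each). It fell in PS02 (log2(fold change) −0.90, standard error 0.191, adjusted p = 0.0171 from edgeR), was 0.56 in PS05 (standard error 0.182, adjusted p = 0.0692 from edgeR; 0.0419 without PS05 replicate 1, within 0.0373 to 0.368 over all alternatives), and differed between the treatments by 1.46 (adjusted p = 0.000101 from edgeR). In PS05 the fall of Sp162d014g001120 was lost without control replicate 1 or PS05 replicate 2 (adjusted p = 0.0717 and 0.061 from edgeR) and with limma voom (0.0544). In PS02 the calls of Sp162d014g001120 and Sp162d010g007270 were lost without control replicate 2 (adjusted p = 0.147 and 0.0985 from edgeR), control replicate 3 (0.158 and 0.0834), PS02 replicate 1 (0.111 and 0.0699) and PS02 replicate 3 (0.133 and 0.0997).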

PS02 upregulated ADP-glucose pyrophosphorylase (*AGPase*). These results are consistent with the enhanced starch accumulation observed in duckweed co-cultivated with *Terrimicrobium* sp. PS02 and *Aeromicrobium* sp. PS05.

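AGPase (Sp162d019g005800) makes ADP-glucose, the sugar donor of starch synthesis. It was at 104 ± 21.3 CPM in the control, 184 ± 90.9 CPM in PS02 and 143 ± 24.1 CPM in PS05 (SD, n = 3 each), and the PS02 libraries had 268, 87.5 and 197 CPM. In PS02 the log2(fold change) was 0.85 (standard error 0.281, adjusted p = 0.179 from edgeR's quasi-likelihood test), and in PS05 it was 0.48 (standard error 0.289, adjusted p = 0.357 from edgeR). PS05 and PS02 differed by −0.37 (standard error 0.281, adjusted p = 0.512 from edgeR). Without PS02 replicate 2 the log2(fold change) in PS02 was 1.18 and passed (adjusted p = 0.00209 from edgeR), and it also passed with no filter on low counts (adjusted p = 0.00545 from edgeR), where all alternatives ran from 0.00209 to 0.73.

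**Figure D4:**
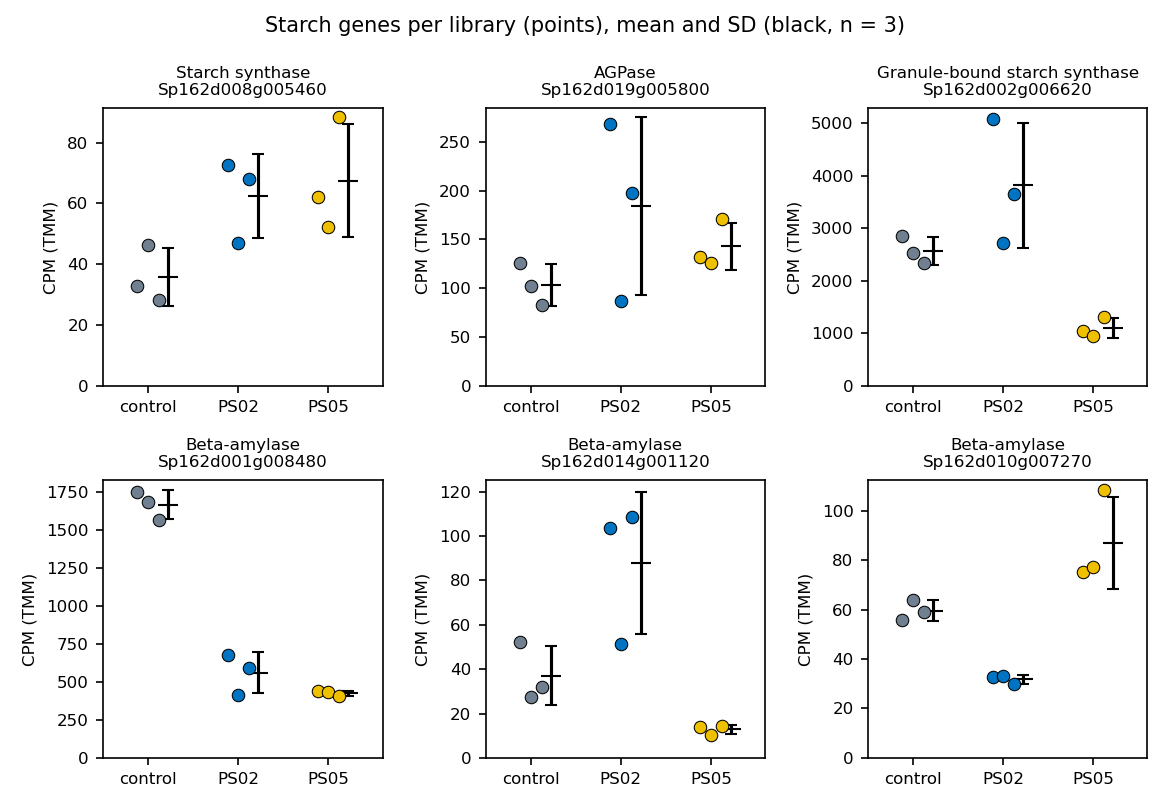
CPM (TMM-normalized, vertical axes) of 6 starch genes in the control, PS02 and PS05 libraries (horizontal axes). Colored points are the 3 libraries of each group, and black marks are the mean with the SD. In PS02, replicate 2 is the lowest of the 3 libraries for starch synthase, AGPase (87.5 CPM), granule-bound starch synthase and the first 2 beta-amylase genes.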

The expression patterns determined using RT-qPCR were consistent with those obtained by RNA sequencing, although the magnitude of the fold changes differed between the two methods (Figure S1). Both PGPB isolates upregulated several genes involved in starch biosynthesis and carbon metabolism. Granule-bound starch synthase (*GBSS*), soluble starch synthase (*SSS*), cytosolic glutamine synthetase (*GS1*), and NADP-malate dehydrogenase (*MDH*) were consistently upregulated in both treatments compared with the axenic control (Figure 9). In contrast, starch-branching enzyme (*SBE*) was significantly downregulated in PS02-treated duckweed, whereas plastidic glutamine synthetase was specifically downregulated in PS05-treated duckweed. No significant changes were observed in the expression of *AGPase*. Overall, these expression patterns suggest that duckweed-associated PGPB alter the transcription of key genes involved in carbon partitioning and starch biosynthesis.

## 4. Discussion

### 4.1. Colonization Strategy Determines Isolate-Specific Growth Promotion

One of the key findings of this study was that the two duckweed-associated PGPB isolates established distinct colonization strategies in *S. polyrhiza*. Although *Terrimicrobium* sp. PS02 and *Aeromicrobium* sp. PS05 promoted duckweed growth, PS05 maintained bacterial populations approximately one order of magnitude higher than those of PS02 throughout the cultivation period and formed dense EPS-mediated microcolonies on the frond and root surfaces. In contrast, PS02 cells remained sparsely distributed as individual cells or small aggregates.

Successful establishment on the plant surface is widely recognized as an important factor in plant growth promotion because bacterial population size influences the local availability of phytohormones, siderophores, fixed nitrogen, vitamins, and other signaling molecules in the host plant [27,28]. Similar EPS-mediated attachment has previously been reported for duckweed-associated PGPB, including *Pelomonas* sp. MRB3 and *Acidobacteriota* TBR-22 [12,14]. The present study extends these observations by quantitatively showing that stable bacterial colonization is closely associated with enhanced plant growth. A similar trend was observed in other duckweed species, *S. polyrhiza* and *W. globosa,* where duckweed-associated PGPB also exhibited EPS production; this likely contributes directly to their high colonization and subsequent plant growth promotion [9,19]. A comparable association between EPS-mediated colonization and enhanced host growth was previously observed in the microalgal *Chlamydomonas reinhardtii*–PGPB system [29], suggesting that stable EPS-mediated colonization may represent a common mechanism underlying efficient interactions between aquatic photosynthetic organisms and their associated bacteria.

The contrasting colonization patterns observed between PS02 and PS05 may provide a mechanistic explanation for their different effects on *S. polyrhiza*. Stable, high-density bacterial attachment likely prolonged host–microbe interactions and facilitated sustained molecular communication between the bacterial cells and duckweed surface. These findings suggest that bacterial colonization is a major factor influencing the isolate-specific physiological and molecular responses in *S. polyrhiza*.

### 4.2. Extensive Transcriptomic Reprogramming Induced by PS05

Transcriptomic analyses revealed that *S. polyrhiza* responded differently to the two PGPB isolates. While PS02 altered the expression of 454 genes, PS05 induced the differential expression of 1108 genes, which was approximately 2.4-fold higher than that of PS02. PCA and Pearson correlation analyses consistently demonstrated that PS05 elicited a distinct global transcriptional profile, whereas the transcriptome of PS02-treated duckweed was considerably closer to that of the axenic control. These observations suggest that the superior growth-promoting effect of PS05 was accompanied by substantially greater host transcriptomic changes.

The magnitude of this transcriptional response closely corresponded to the contrasting colonization patterns and plant growth-promoting traits of the two bacterial isolates. PS05 is an IAA-producing bacterium that establishes stable EPS-mediated microcolonies, whereas PS02 is a non-IAA-producing and non-EPS-forming bacterium. This persistent high-density colonization may increase the local availability of bacterial signaling molecules, phytohormones, and other growth-promoting metabolites on the plant surface. In typical plant–microbe interactions, signaling molecules released by bacteria act directly or indirectly to activate plant growth and development [30], thereby potentially strengthening host–microbe communication and inducing broader molecular responses within the host. This hypothesis of localized auxin delivery is supported by the host transcriptomic response. 

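Figure 8 names 3 genes of the auxin response, chosen by the study on these samples. In PS05 against control 2 of them fell and 1 did not pass edgeR's quasi-likelihood test (3 lower when adjusted over the list alone). Auxin-responsive protein IAA gene Sp162d008g011580, of a family of repressors that are switched on early by auxin, was at 95.5 ± 14.4 CPM in the control and 50.2 ± 2.96 CPM in PS05 (SD, n = 3 each), a log2(fold change) of −0.92 (standard error 0.189, adjusted p = 0.00555 from edgeR). The second IAA gene, Sp162d013g005170, was at 126 ± 2.82 CPM in the control and 77.5 ± 23.2 CPM in PS05 (SD, n = 3 each), a log2(fold change) of −0.73 (standard error 0.185, adjusted p = 0.0212 from edgeR). An auxin response factor gene (Sp162d007g004930), of the transcription factors that act on auxin-regulated genes, was at 19.9 ± 6.88 CPM in the control and 8.51 ± 5.01 CPM in PS05 (SD, n = 3 each), with a log2(fold change) of −1.3 (standard error 0.432, adjusted p = 0.0776 from edgeR); it passed without PS05 replicate 1 (adjusted p = 0.0271, within 0.02 to 0.272 over all alternatives). In PS02 none of the 3 passed edgeR's test, DESeq2 or limma voom, and 0 had an unadjusted p below 0.05. PS05 and PS02 differed at Sp162d008g011580 (log2(fold change) −0.65, adjusted p = 0.0423 from edgeR), but not with scaling by total counts alone (−0.55, adjusted p = 0.0927), with only these groups in the fit (adjusted p = 0.0646) or without control replicate 2, PS02 replicate 1 or 3, or any single PS05 library (adjusted p from 0.0562 to 0.156). The fall of Sp162d013g005170 in PS05 was lost without control replicate 1, 2 or 3 (adjusted p = 0.0638, 0.0522 and 0.0552 from edgeR) or PS05 replicate 2 or 3 (0.096 and 0.0916). At an absolute log2(fold change) of at least 1, 0 of the 3 genes passed in PS05.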

Prolonged co-cultivation with PS05 downregulated key auxin signaling components, including auxin response factors and auxin-responsive proteins.

However, a limitation of this study was the analysis of a single transcriptomic time point at the end of the 10-day co-cultivation period. Despite the absence of early-stage temporal data, the differential regulation of the auxin signaling pathway between PGPB isolates strongly suggests active IAA-mediated signaling from EPS-forming PS05 to the duckweed host, which may contribute substantially to the extensive transcriptomic reprogramming observed in this study.

Both bacterial isolates predominantly induced transcriptional repression, with downregulated genes considerably outnumbering upregulated genes. Rather than simply activating growth-related pathways, duckweed-associated bacteria appear to extensively reprogram host metabolism through coordinated activation and suppression of multiple biological processes. This transcriptional repression likely reflects the growth-defense trade-offs in plants, wherein plants balance their growth and defense mechanisms under limited resources and energy [31,32]. This pattern suggests that bacterial inoculation stimulates plant growth directly and reprograms the overall physiological state of the host. Although the physiological and growth-promoting effects of PGPB on duckweed have been well documented [9,11,14,19], extensive transcriptomic changes in duckweed–PGPB interactions have rarely been demonstrated. Together with the contrasting colonization patterns and IAA production, these results suggest that bacterial colonization strategies and phytohormone signaling contribute to distinct host transcriptomic responses, thereby providing a molecular basis for the isolate-specific physiological differences observed in *S. polyrhiza*.

A notable characteristic of isolate PS05 was its ability to establish stable, high-density colonization through EPS-mediated microcolony formation. In the rhizosphere of terrestrial plants, the roles of EPS-producing bacteria in promoting plant growth are well-documented; EPS not only enhances colonization to drive plant–soil feedback [33] but also acts as a biostimulant capable of directly triggering host responses [34]. Similar EPS-mediated mechanisms likely drive the growth promotion observed in these aquatic plants. While the transcriptomic response in this study primarily reflects the overall duckweed–PGPB co-cultivation, such persistent colonization likely prolonged host–microbe interactions and maintained sustained exposure of the duckweed surface to bacterial growth-promoting factors, such as IAA, thereby enhancing host transcriptomic and physiological responses. Although the biochemical composition of the EPS produced by isolate PS05 remains uncharacterized, the present study clearly demonstrates its close association with stable colonization and enhanced host responses. Future studies should characterize the biochemical composition and specific biological functions of the EPS matrix.

### 4.3. PGPB Redirect Carbon Allocation Toward Starch Biosynthesis

One of the most distinctive physiological responses observed in this study was a selective increase in starch accumulation after bacterial inoculation. Both PS02 and PS05 significantly enhanced starch content without affecting protein or photosynthetic pigment content. This selective biochemical response was consistently supported by transcriptomic analyses, which showed the coordinated upregulation of genes involved in starch biosynthesis and central carbon metabolism, including *GBSS*, *SSS*, *GS1*, and *MDH*. These results suggest that the two PGPB isolates alter host carbon partitioning rather than simply promoting general biomass production.

GO and KEGG enrichment analyses supported this interpretation. PS05 preferentially enriched carbohydrate biosynthetic processes, glycolysis/gluconeogenesis, and central carbon metabolism. This coordinated regulation suggests that assimilated carbon is preferentially redirected toward starch biosynthesis rather than being uniformly distributed among multiple metabolic pathways. Therefore, the greater transcriptional response induced by PS05 was consistent with the greater starch accumulation observed in PS05-treated duckweed.

Starch accumulation in duckweed has been reported under a wide range of abiotic stresses, including nutrient starvation, unfavorable temperatures, heavy metal exposure, plant growth inhibitors, and exogenous carbon supplementation [35,36,37,38,39]. However, under these conditions, increased starch accumulation is accompanied by reduced vegetative growth because carbon is diverted from growth to storage metabolism. Consequently, although the starch concentration increased, the overall starch productivity frequently decreased.

In contrast, the present study suggests a fundamentally different physiological strategy. Bacterial inoculation simultaneously promoted vegetative growth and starch accumulation while maintaining the protein and chlorophyll contents. These observations suggest that the two PGPB isolates may redirect host carbon partitioning without imposing substantial physiological stress, thereby increasing biomass productivity and starch yield. This coordinated regulation may represent a biological mechanism distinct from conventional stress-induced starch accumulation and provide a promising strategy for improving duckweed biomass production.

### 4.4. Transcriptomic Regulation Is Associated with Starch Accumulation and Turion Formation

In addition to regulating carbon metabolism, bacterial inoculation is associated with distinct developmental responses in *S. polyrhiza*. The most conspicuous morphological change was the initiation of turion formation, which was observed exclusively in plants inoculated with either PS02 or PS05. Turions are dormant structures highly enriched in starch and are found in many duckweed species [40,41]; therefore, their formation is consistent with the enhanced starch accumulation associated with PGPB inoculation in the present study.

Transcriptomic analyses have provided additional molecular evidence associated with this developmental response. *GS1* was consistently upregulated after bacterial inoculation. Cytosolic glutamine synthetase plays an important role in nitrogen remobilization during turion differentiation and has previously been associated with starch accumulation in developing turions [42,43]. Therefore, the coordinated induction of *GS1* and visible turion formation suggests that duckweed-associated bacteria may regulate the developmental programs involved in carbon storage.

Another notable response was the increased expression of *MDH*, a key enzyme that links carbon metabolism to malate production. Although duckweed is regarded as a C3 plant, increased *MDH* expression has been reported during starch accumulation induced by plant growth regulators and other physiological stimuli [39]. The similar response observed in this study suggests that bacterial inoculation may promote alternative routes of carbon assimilation and redistribution that support enhanced starch biosynthesis.

These findings suggest that duckweed-associated bacteria influence primary metabolism and developmental processes associated with carbon storage. The simultaneous occurrence of transcriptome reprogramming, starch accumulation, and turion formation suggests that bacterial inoculation may coordinate the physiological and developmental responses in *S. polyrhiza*.

### 4.5. Proposed Mechanism Underlying Isolate-Specific Duckweed–Bacteria Interactions

Based on the physiological, microscopic, biochemical, and transcriptomic evidence obtained in this study, the present study proposes a mechanistic framework describing how different PGPB isolates differentially regulate host physiology (Figure 10). The two PGPB isolates established fundamentally different colonization strategies on the surface of *S. polyrhiza*. PS05 formed stable EPS-mediated microcolonies and maintained bacterial populations approximately one order of magnitude higher than PS02. This stable colonization likely enhances host–microbe communication and prolongs host exposure to bacterial signaling molecules and growth-promoting metabolites.

Enhanced bacterial–host interactions likely induce extensive host transcriptomic reprogramming, particularly in pathways associated with central carbon metabolism and carbohydrate biosynthesis. These molecular responses may subsequently redirect host carbon partitioning toward starch biosynthesis while maintaining vegetative growth. Simultaneously, bacterial inoculation may activate developmental programs associated with carbon storage, leading to visible turion formation. These coordinated physiological and molecular responses may contribute to enhanced biomass production and increased starch accumulation.

While this study provides insights into isolate-specific duckweed–bacteria interactions, several limitations should be addressed in future research. First, because this transcriptomic analysis was conducted at a single time point (10 d of co-cultivation), future investigations should employ multiple time points to fully capture the dynamic transcriptomic shifts during initial bacterial colonization and early stages of host responses. Second, as these experiments were conducted under controlled conditions, subsequent studies should introduce these PGPB isolates to compete with the native duckweed microbiome. Finally, investigating other duckweed-associated PGPB will be required to determine whether these physiological and transcriptomic responses are conserved across different members of the duckweed holobiont. This future research will refine the mechanistic framework proposed here, ultimately providing a scientific basis for selecting beneficial microbial partners and engineering high-performance duckweed–microbiome systems for sustainable biomass production, carbon-neutral bioresource production, and future circular bioeconomy applications.

Although EPS-mediated colonization and IAA production appear to be the most plausible factors explaining the observed isolate-specific responses, additional bacterial metabolites or physiological traits may also contribute to host regulation. Future comparative studies using a broader collection of duckweed-associated PGPB isolates will be important to determine whether alternative interaction mechanisms similarly influence duckweed physiology and transcriptomic responses.

## 5. Conclusions

This study demonstrated that different duckweed-associated bacteria are associated with the differential regulation of the physiology and metabolism of *S. polyrhiza* through isolate-specific colonization strategies. *Aeromicrobium* sp. PS05 formed dense EPS-mediated microcolonies, established substantially larger bacterial populations than *Terrimicrobium* sp. PS02, and was associated with extensive host transcriptomic reprogramming. This molecular regulation appears to redirect carbon allocation toward starch biosynthesis while simultaneously promoting vegetative growth and turion formation. These findings provide new insights into duckweed–bacterial symbiosis and offer a scientific basis for microbiome engineering to improve sustainable duckweed biomass production.

## Figures and Tables

**Figure 1:**
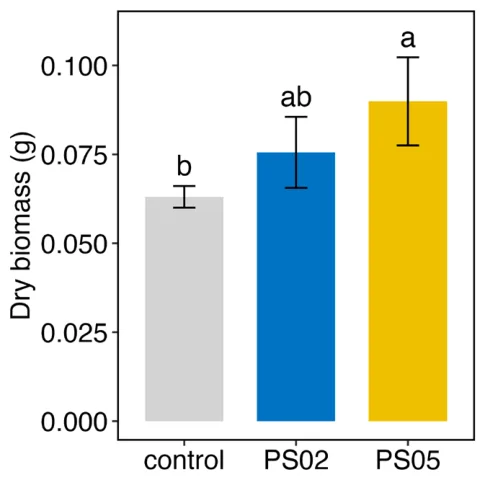
Isolate-specific promotion of *Spirodela polyrhiza* dry biomass after 10 d of co-cultivation with duckweed-associated plant growth-promoting bacteria (PGPB). Axenic duckweed (control) was co-cultivated with *Terrimicrobium* sp. PS02 and *Aeromicrobium* sp. PS05 for 10 d. Error bars represent the standard deviation of the biological replicates, and different letters above the bars indicate significant differences at *p* < 0.05, using one-way analysis of variance, followed by Tukey’s post hoc test.

**Figure 2:**
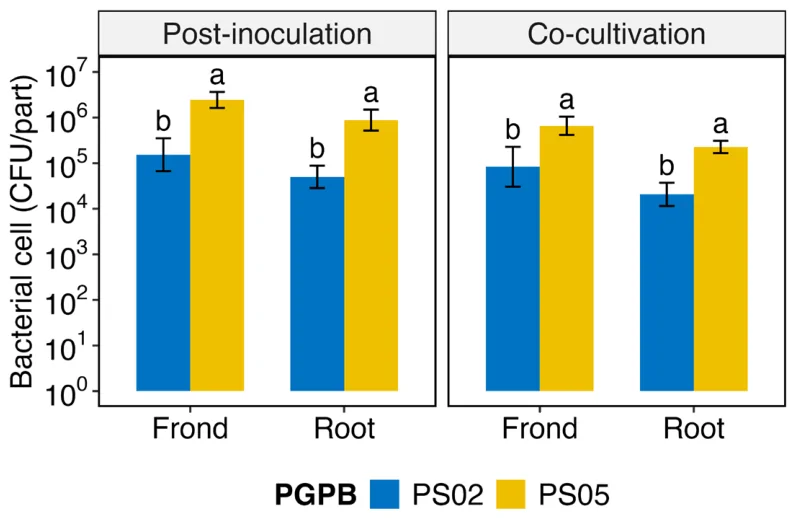
Bacterial colonization dynamics on *Spirodela polyrhiza* fronds and roots. Bacterial cell density was quantified 24 h post-inoculation and after 10 d of co-cultivation with duckweed-associated PGPB. The blue bars represent *Terrimicrobium* sp. PS02, and the yellow bars represent *Aeromicrobium* sp. PS05. Error bars represent the standard deviation of the biological replicates, and different letters above the bars indicate significant differences between the two bacterial isolates within each tissue type and time point, as determined by independent two-sample Welch’s *t*-tests (*p* < 0.05).

**Figure 3:**
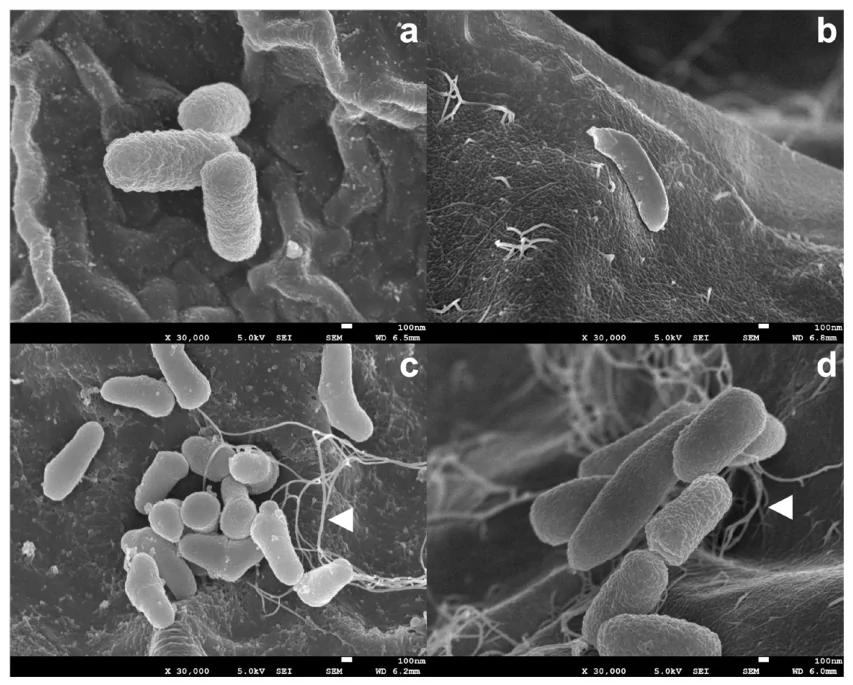
Scanning electron microscopy (SEM) images of *Spirodela polyrhiza* surfaces on day 3 of co-cultivation with duckweed-associated PGPB. All images were captured at a magnification of 5000×. (**a**,**b**) *Terrimicrobium* sp. PS02 attached to the frond (**a**) and root (**b**) surfaces. (**c**,**d**) Microcolony formation and extracellular polymeric substance (EPS)-mediated attachment of *Aeromicrobium* sp. PS05 to frond (**c**) and root (**d**) surfaces. White arrowheads indicate filamentous extracellular polymeric substances.

**Figure 4:**
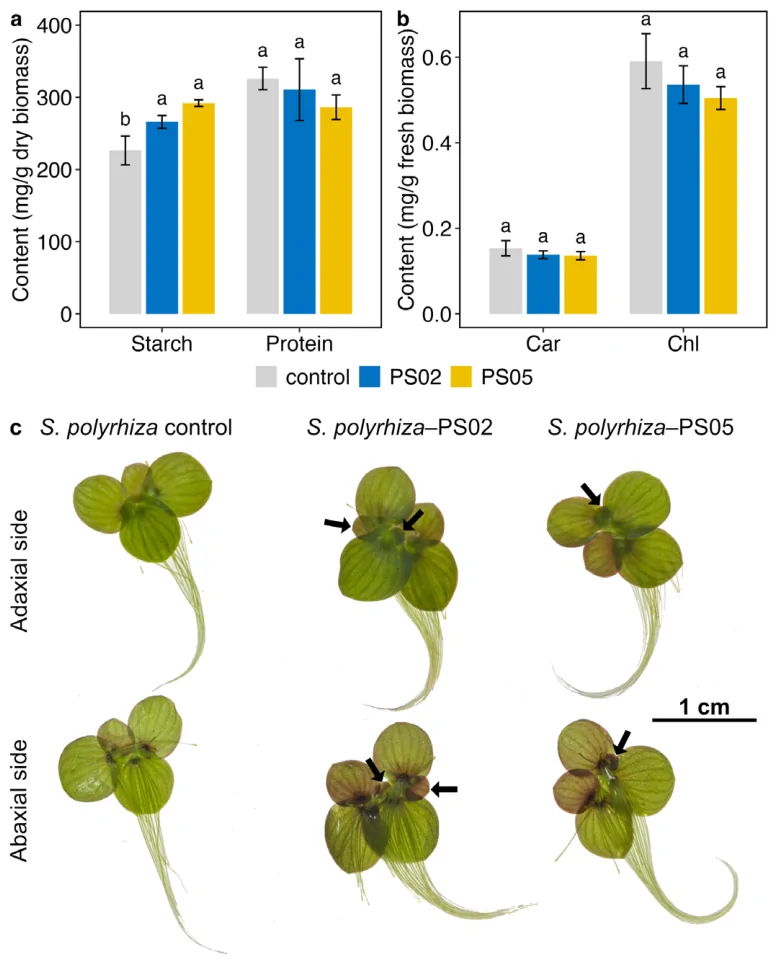
Effect of duckweed-associated PGPB on *Spirodela polyrhiza* biochemical composition and morphology following 10 d of co-cultivation. (**a**) Starch and protein content (mg/g dry biomass). (**b**) Photosynthetic pigment content, including total carotenoid (Car) and total chlorophyll (Chl) (mg/g fresh biomass). The gray bars represent axenic controls, blue bars represent *Terrimicrobium* sp. PS02, and yellow bars represent *Aeromicrobium* sp. PS05. Error bars indicate the standard deviation, and different letters above the bars indicate significant differences using one-way analysis of variance, followed by Tukey’s HSD post hoc test (*p* < 0.05). (**c**) Representative stereomicroscopic images of *S. polyrhiza* grown under axenic conditions (control) or co-cultivated with PGPB isolates. The top row displays the adaxial (upper) surface, and the bottom row displays the abaxial (lower) surface. Black arrows indicate the initial formation of turions on the adaxial and abaxial surfaces of the mother frond induced by both PGPB isolates. Scale bar = 1 cm.

**Figure 5:**
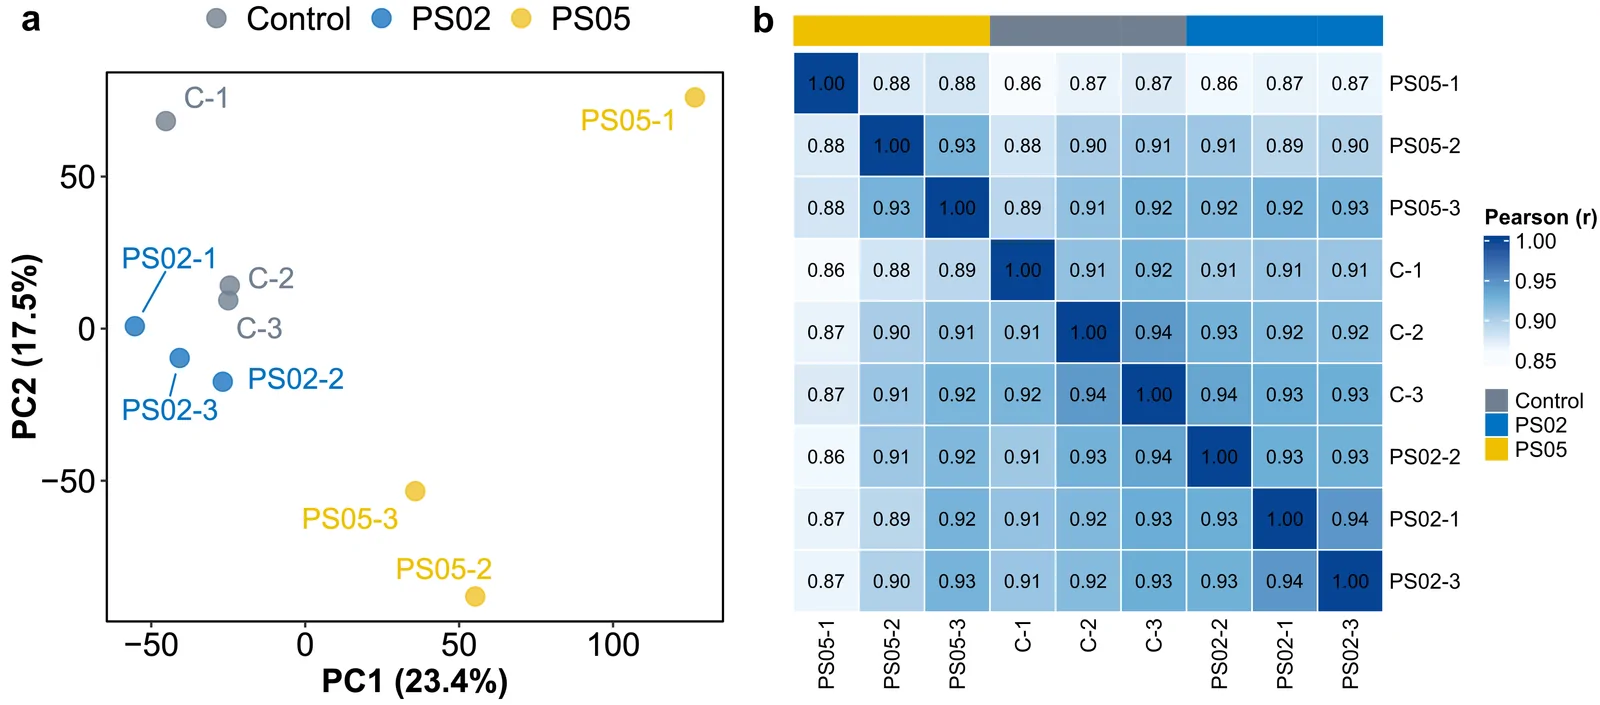
Principal component analysis (PCA) and correlation heatmap of duckweed–PGPB co-cultivation transcriptomic profiles. (**a**) PCA was generated using log_2_-transformed transcripts per million (log_2_(TPM + 1)) values. (**b**) Pairwise Pearson correlation analysis was performed using log_2_(TPM + 1) values. Gray represents the axenic *S. polyrhiza* control; blue represents *S. polyrhiza* co-cultivated with *Terrimicrobium* sp. PS02, and yellow represents *S. polyrhiza* co-cultivated with *Aeromicrobium* sp. PS05. The samples are shown as independent biological replicates.

**Figure 6:**
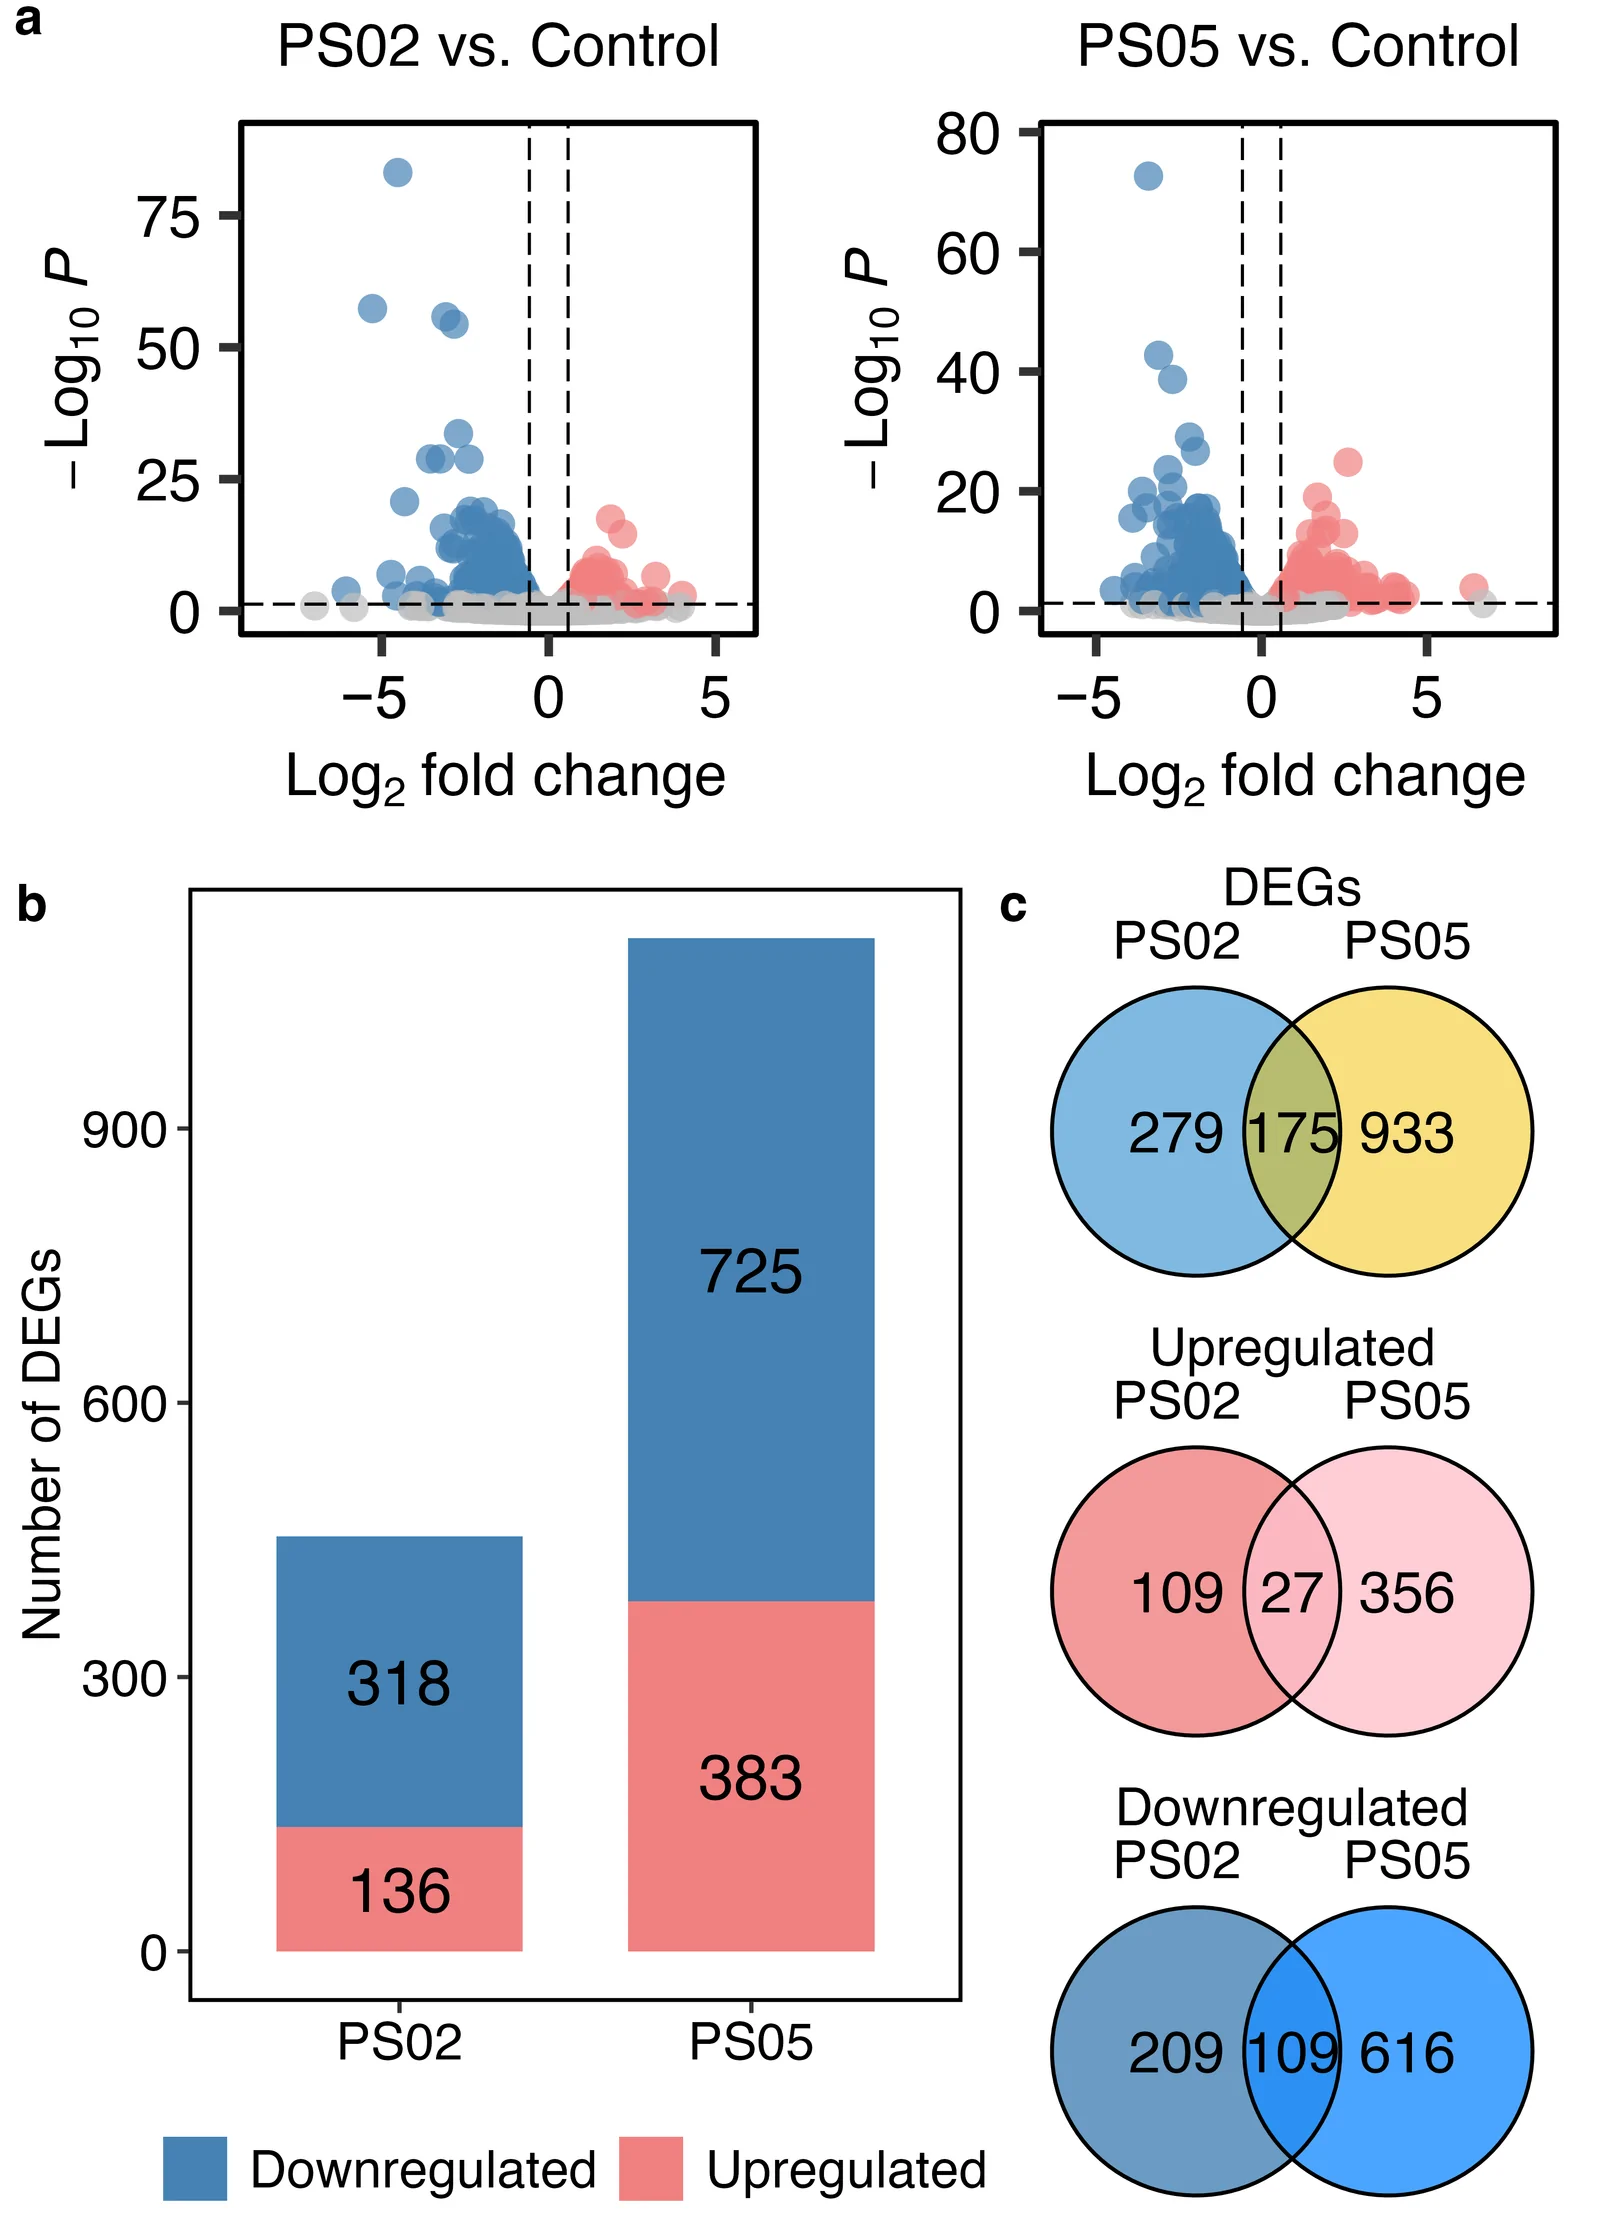
Comparative transcriptomic analysis of *Spirodela polyrhiza* following 10 d of co-cultivation with PGPB. (**a**) Volcano plots illustrating the distribution of differentially expressed genes (DEGs) induced by *Terrimicrobium* sp. PS02 and *Aeromicrobium* sp. PS05 relative to axenic control. The *x*-axis represents the log_2_(fold change), and the *y*-axis represents –log10(adjusted *p*-value). (**b**) Stacked bar charts quantifying the total number of upregulated and downregulated DEGs. (**c**) Venn diagrams showing the shared and unique DEGs induced by the two distinct PGPB isolates. Across all panels, red and blue represent upregulated and downregulated genes, respectively.

**Figure 7:**
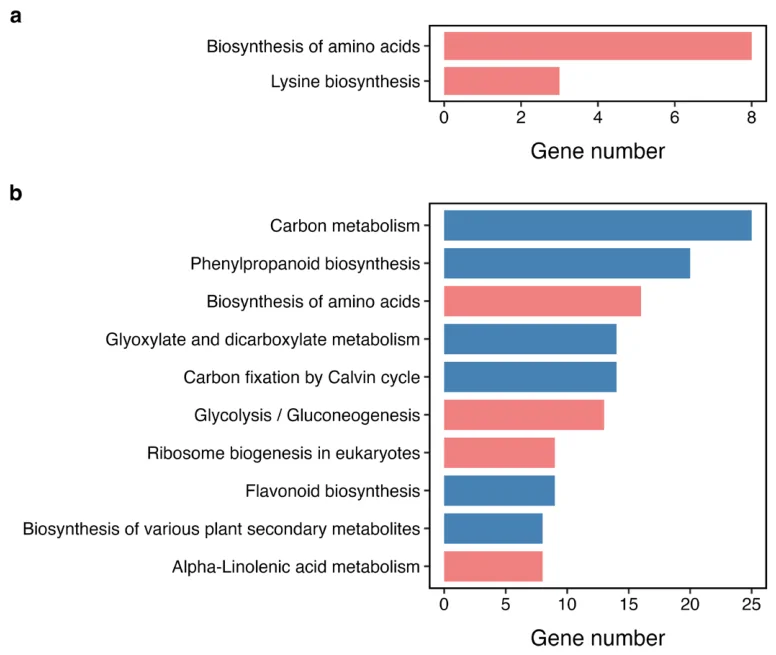
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of differentially expressed genes (DEGs) in *Spirodela polyrhiza.* The enriched pathways following *S. polyrhiza* co-cultivation with (**a**) *Terrimicrobium* sp. PS02 and (**b**) *Aeromicrobium* sp. PS05 relative to the axenic control are shown. Red and blue bars represent pathways that were significantly enriched for upregulated and downregulated genes, respectively. Only pathways meeting a significance threshold of adjusted *p*-value < 0.01 are shown.

**Figure 8:**
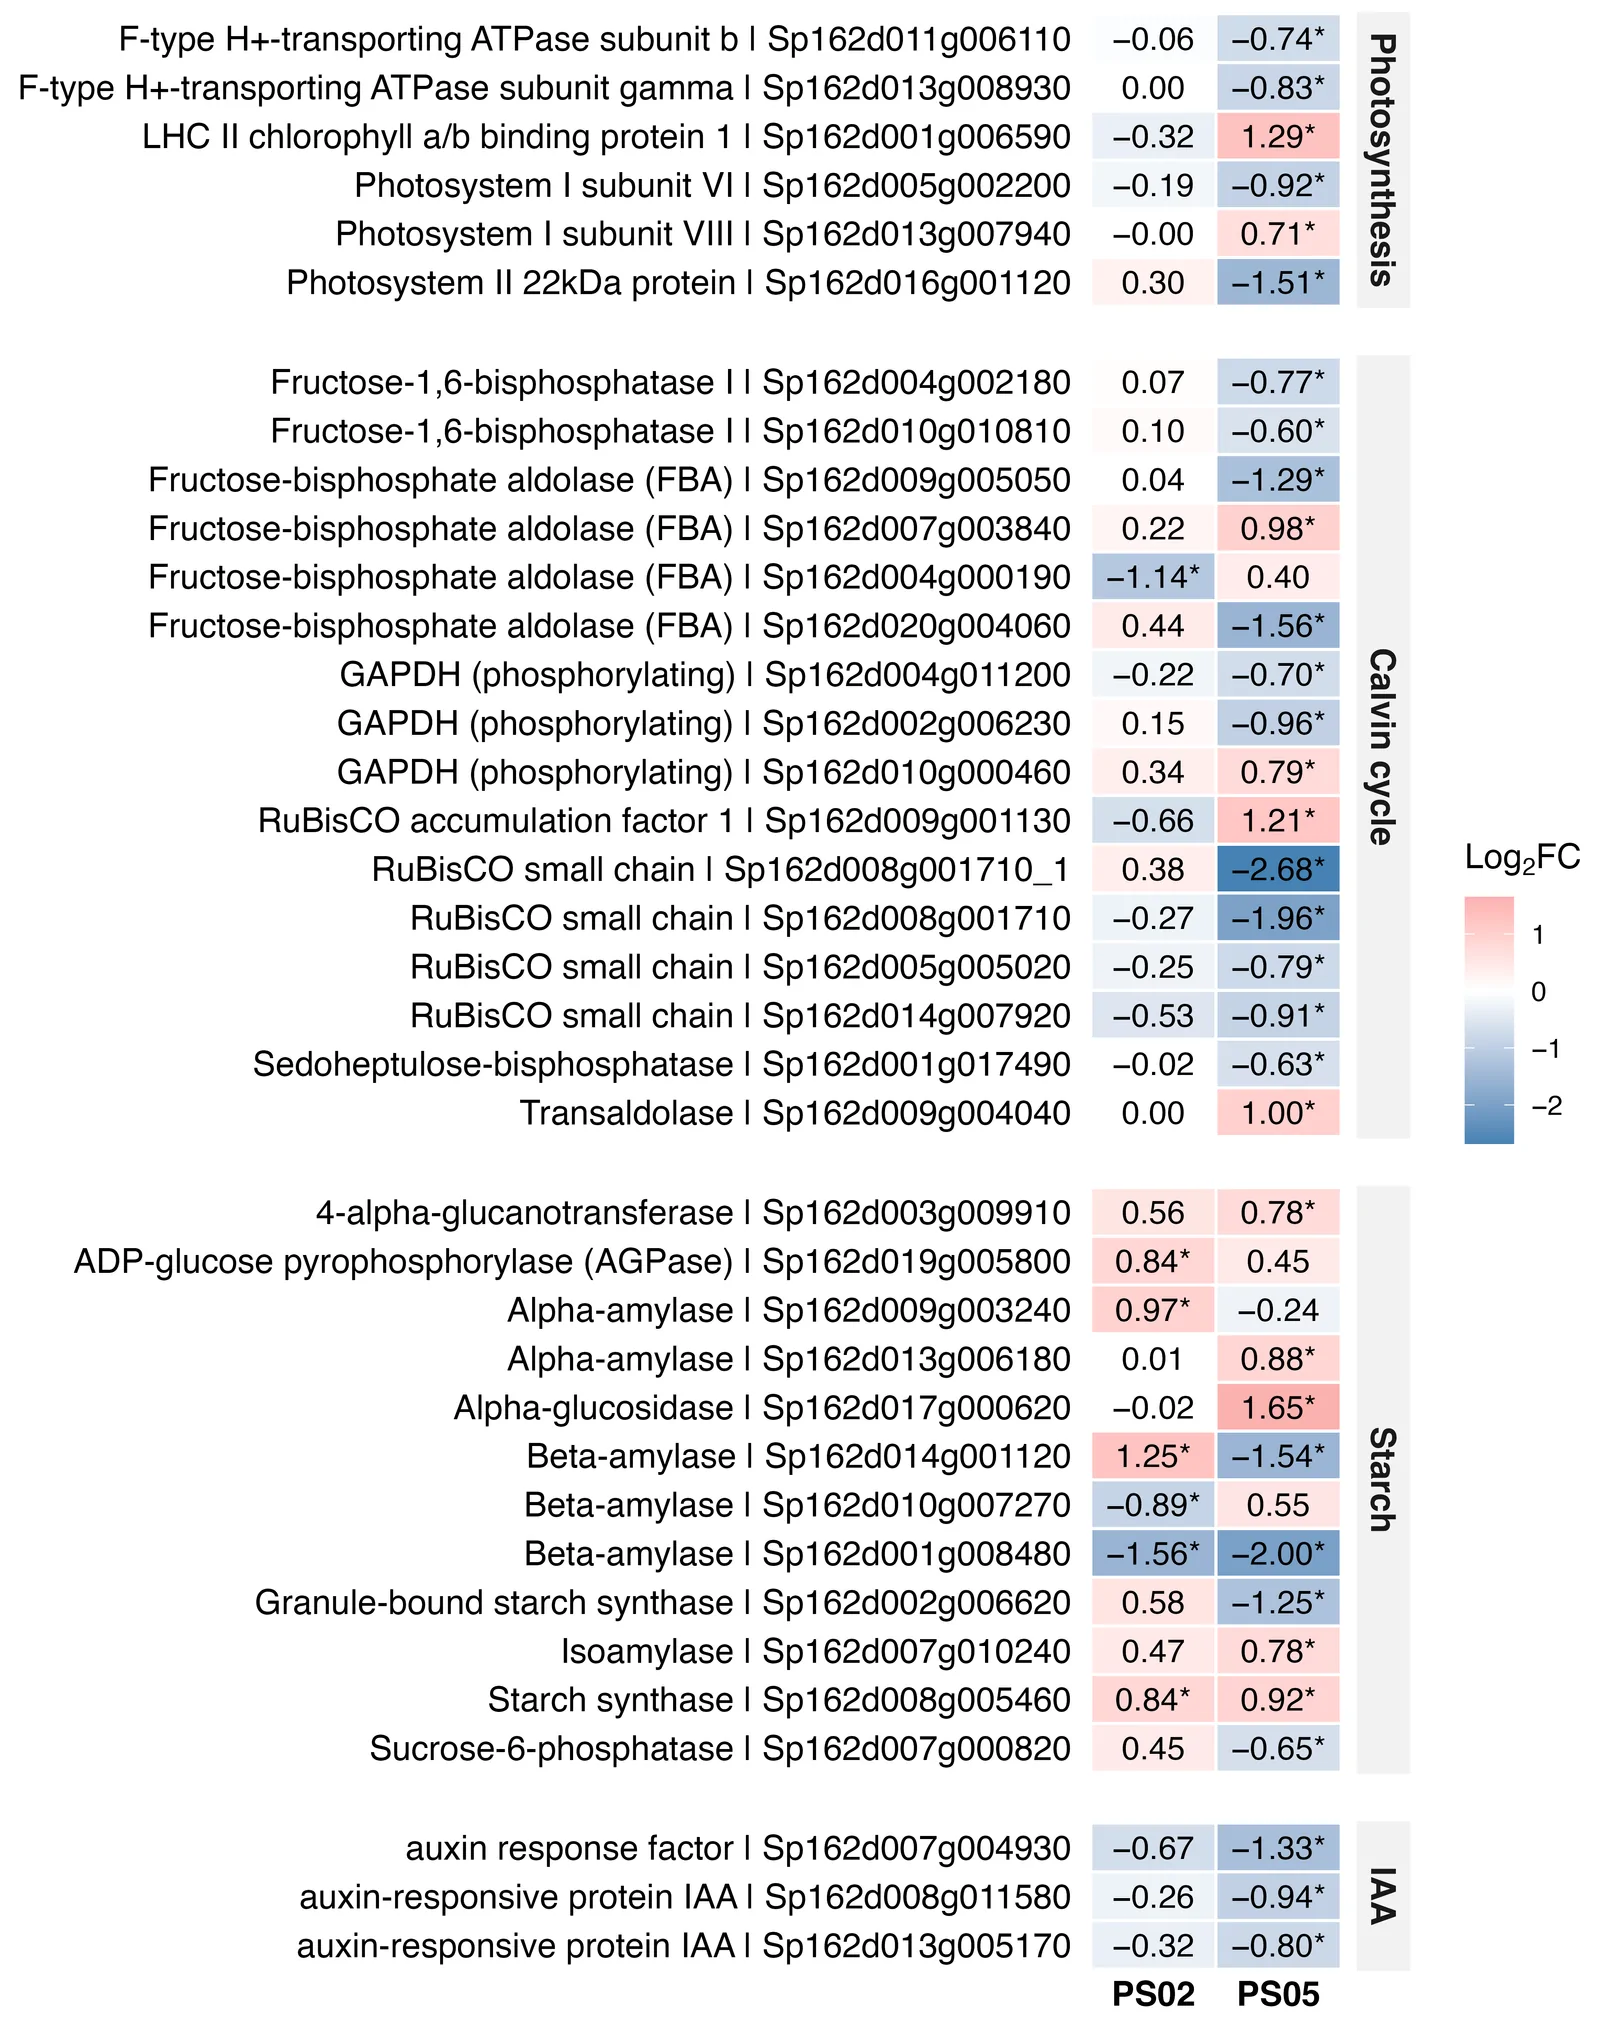
Expression profiles of key genes involved in carbon and starch metabolism in *Spirodela polyrhiza.* The heatmap displays the log_2_(fold change) of the selected differentially expressed genes following co-cultivation with *Terrimicrobium* sp. PS02 and *Aeromicrobium* sp. PS05, relative to the axenic control. Positive values indicate upregulation and negative values indicate downregulation. Asterisks denote significant differential expression (adjusted *p*-value < 0.05).

**Figure 9:**
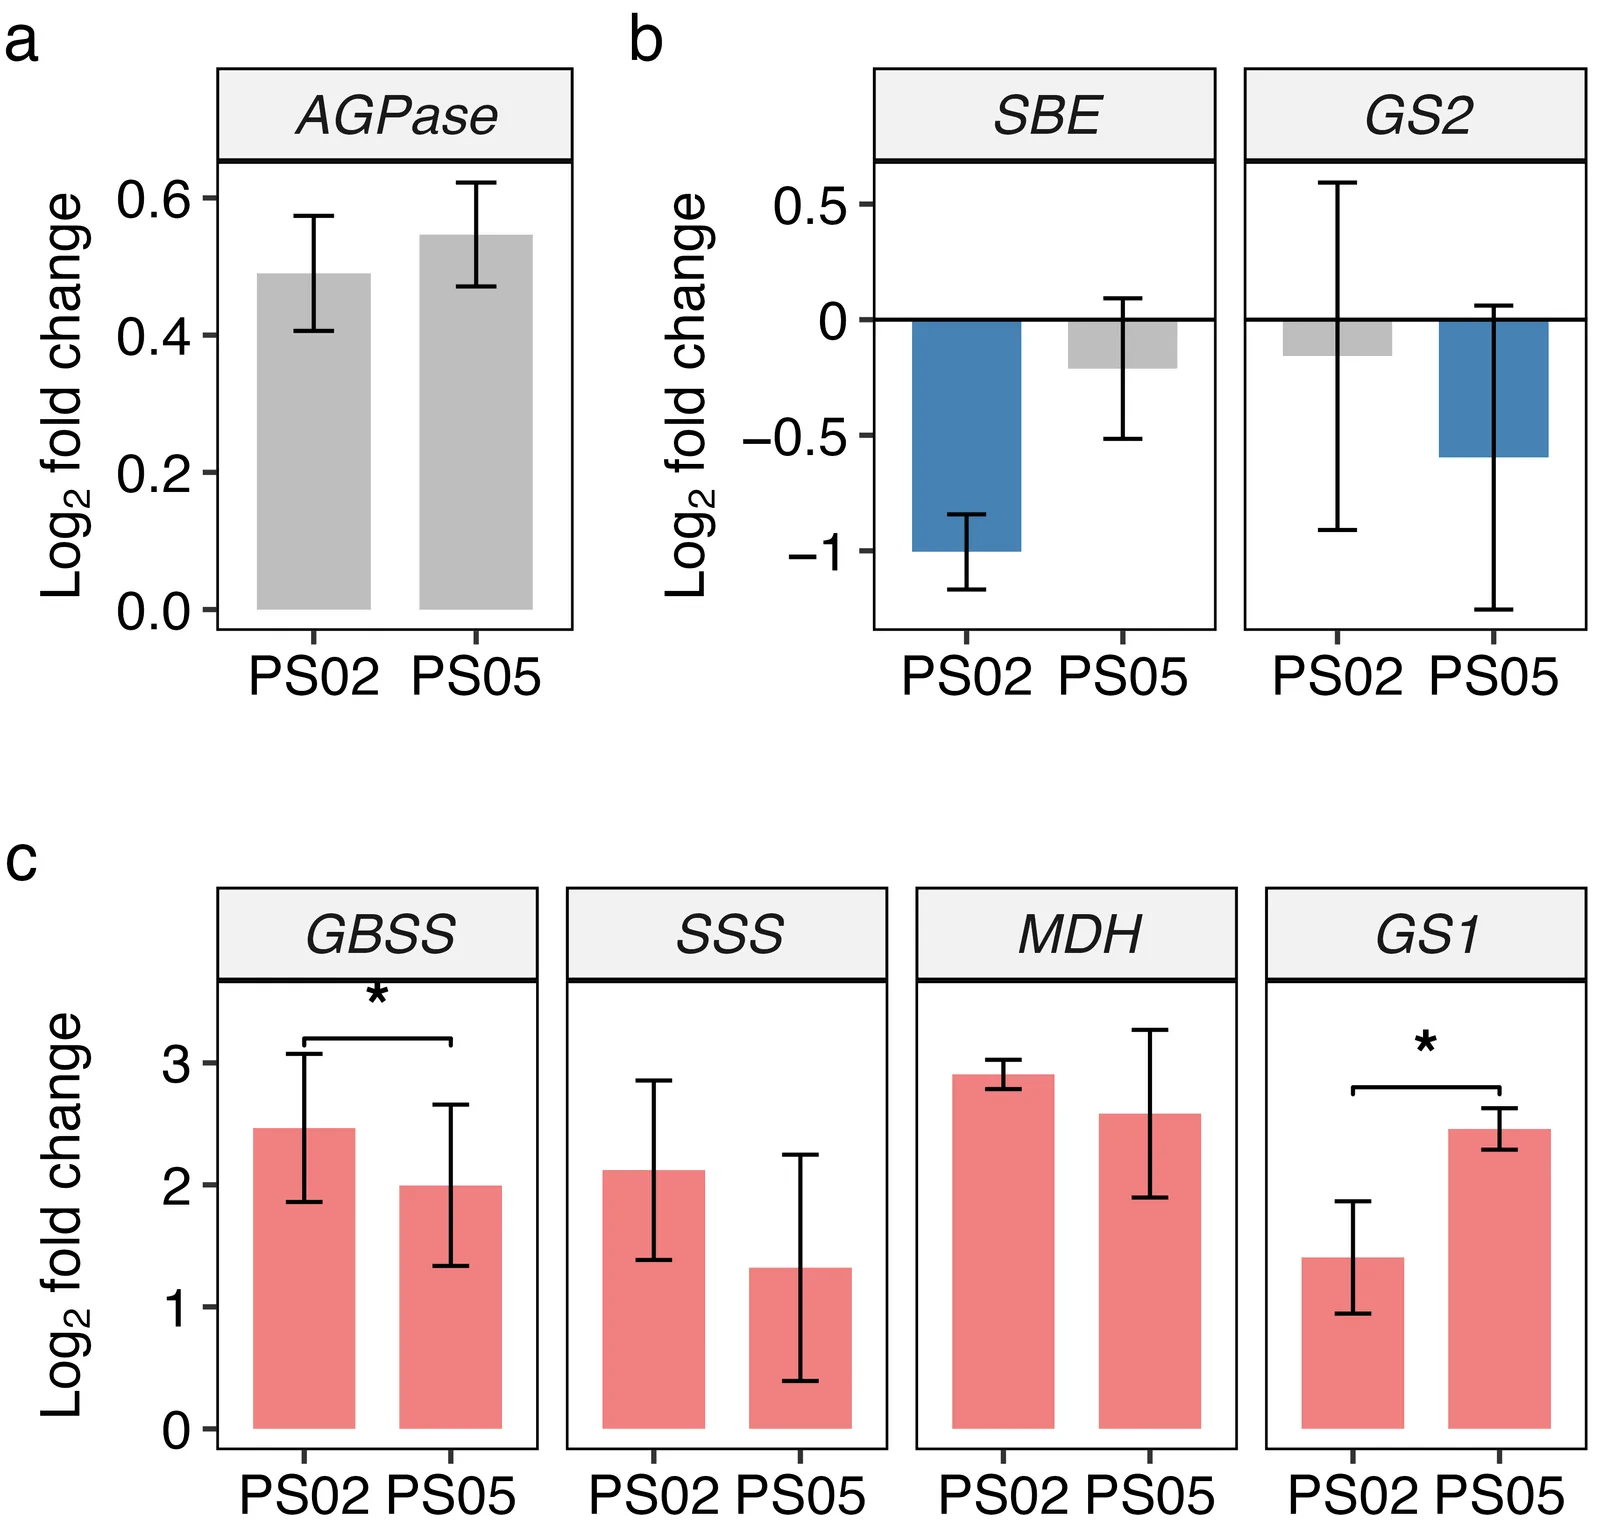
Relative expression profiles of key genes involved in starch biosynthesis and carbon metabolism. (**a**) *AGPase*; (**b**) *SBE* and *GS2*; (**c**) *GBSS*, *SSS*, *MDH*, and *GS1*. The expression levels of selected genes in *S. polyrhiza* co-cultivated with *Terrimicrobium* sp. PS02 and *Aeromicrobium* sp. PS05 were quantified using RT-qPCR. Data are reported as log_2_(fold change) relative to the axenic control. Bar colors indicate expression: red indicates upregulated expression, blue indicates downregulated expression, and gray indicates nonsignificant changes. Error bars represent the standard deviation of biological replicates, and asterisks denote significant differences in expression levels between samples inoculated with PS02 and PS05 for a given gene (Student’s *t*-test, *p* < 0.05). (**a**) *AGPase*, ADP-glucose pyrophosphorylase; (**b**) *SBE*, starch-branching enzyme; *GS2*, plastidic glutamine synthetase; (**c**) *GBSS*, granule-bound starch synthase; *SSS*, soluble starch synthase; *MDH*, NADP-malate dehydrogenase; *GS1*, cytosolic glutamine synthetase isoform 1.

**Figure 10:**
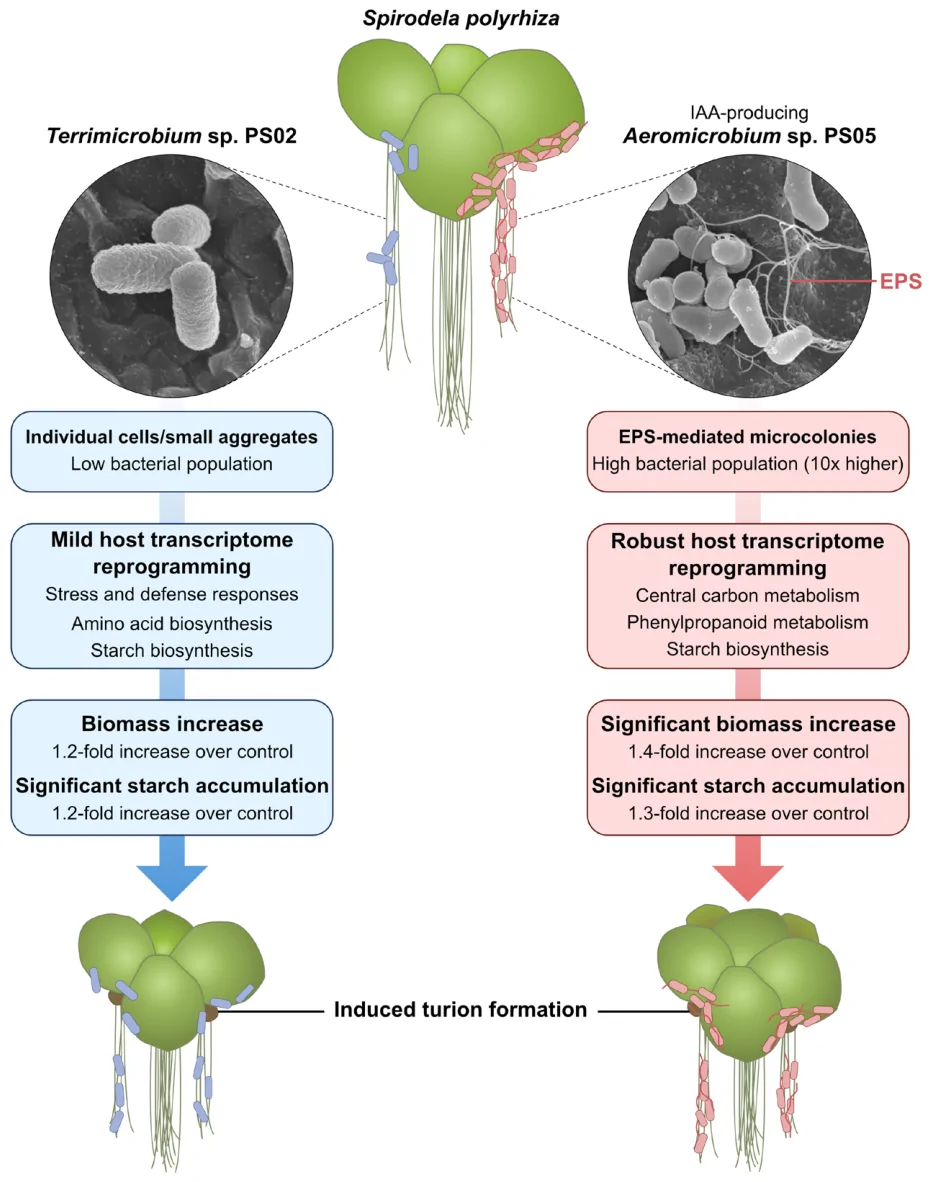
Proposed mechanistic framework describing the differential regulation of *Spirodela polyrhiza* physiology by distinct PGPB isolates. Low-density colonization by *Terrimicrobium* sp. PS02 and high-density EPS-mediated microcolony formation by *Aeromicrobium* sp. PS05 induced mild and extensive host transcriptomic reprogramming, respectively.

**Table 1:** Summary statistics of RNA sequencing for *S. polyrhiza* and PGPB co-cultivation.

Sample	Raw Read Count	Clean Read Count	%GC	Q30
C-1	42,414,624	42,413,142	56.74%	93.52%
C-2	43,891,642	43,890,506	57.72%	93.01%
C-3	43,627,204	43,626,516	57.15%	94.09%
PS02-1	45,452,162	45,451,716	57.51%	92.78%
PS02-2	44,388,246	44,387,244	57.70%	91.56%
PS02-3	42,538,584	42,537,884	57.60%	90.80%
PS05-1	45,512,134	45,511,914	58.54%	92.12%
PS05-2	43,647,102	43,645,722	57.10%	92.06%
PS05-3	43,699,400	43,698,616	57.84%	93.15%

C, Axenic *S. polyrhiza* control; PS02, *S. polyrhiza* co-cultivated with *Terrimicrobium* sp. PS02; and PS05, *S. polyrhiza* co-cultivated with *Aeromicrobium* sp. PS05.

**Table 2:** Gene Ontology (GO) term enrichment analysis of DEGs.

PGPB	GO Term	Description	Gene Count	Adjusted *p*-Value
PS02	GO:0019748	secondary metabolic process	10	0.001
	GO:0009808	lignin metabolic process	5	0.002
	GO:0009751	response to salicylic acid	10	0.019
	GO:0009414	response to water deprivation	14	0.019
	GO:0005991	trehalose metabolic process	4	0.023
PS05	GO:0019748	secondary metabolic process	26	<0.001
	GO:0009698	phenylpropanoid metabolic process	16	<0.001
	GO:0016051	carbohydrate biosynthetic process	24	<0.001

## Data Availability

The data presented in this study are available within the article and its Supplementary Materials. The accession numbers for the deposited RNA sequencing data and 16S rRNA gene sequences will be provided during the review process.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/microorganisms14081850/s1, Figure S1: Comparison of RNA-seq and RT-qPCR expression data; Table S1: Taxonomic identification and plant growth-promoting traits of the bacterial isolates used in this study [44,45,46]; Table S2: Primer sequences used for RT-qPCR analysis.

## Abbreviations

The following abbreviations are used in this manuscript:

AGPase	ADP-glucose pyrophosphorylase
CFU	Colony-forming unit
DEG	Differentially expressed gene
DHM	Diluted Hutner’s medium
EPS	Extracellular polymeric substance
GBSS	Granule-bound starch synthase
GO	Gene Ontology
GS1	Cytosolic glutamine synthetase
GS2	Plastidic glutamine synthetase
HSD	Honestly significant difference
IAA	Indole-3-acetic acid
KEGG	Kyoto Encyclopedia of Genes and Genomes
MDH	NADP-malate dehydrogenase
PCA	Principal component analysis
PGPB	Plant growth-promoting bacteria
RNA-seq	RNA sequencing
RT-qPCR	Reverse transcription quantitative polymerase chain reaction
R2A	Reasoner’s 2A
SEM	Scanning electron microscopy
SSS	Soluble starch synthase
TPM	Transcripts per million

How the deposited data were processed for this re-analysis (not part of the article)

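RNA was measured in 9 libraries of *S. polyrhiza*, 3 each of the axenic control, PS02 and PS05 treatments, taken on day 10, and each library was assigned to its treatment and replicate by its label, with 0 columns left unassigned. The authors deposited raw counts per gene for all libraries, made by FASMAC from KAPA RNA HyperPrep libraries of 20 ng RNA with the SP162 genome as the reference. FastQC 0.11.2 is named in the submitters' processing notes, whereas the aligner, the counting tool, the annotation release and the strand setting are not given in the sources used here. The authors also deposited TPM values for each library, which were checked to be the counts divided by 1 length per gene and scaled to the same sum in every library (largest relative difference 7.19e-10 over 3152 genes).

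Differential expression was computed from the raw counts in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 3 groups (minimum count 10, minimum total count 15), library sizes were scaled with TMM, and all 9 libraries entered a single quasi-likelihood fit with 1 coefficient per group. PS02 against control, PS05 against control and PS05 against PS02 were tested, and p-values were adjusted by the Benjamini-Hochberg method over the 11568 genes kept. A DEG had an adjusted p below 0.05 and an absolute log2(fold change) of at least 0.58 (1.5-fold). The standard error of a log2(fold change) was taken as its size divided by the square root of its F statistic. Levels are CPM with TMM scaling. The PCA and the Pearson correlations across genes used log2(TPM + 1) values of the 17341 genes with a count, and the PCA used values centered and scaled to unit variance. Genes are not independent replicates in these correlations. PC1 scores and mean correlations were compared by two-sided exact permutation tests. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

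The median count of a tested gene lay between 26 and 74 per library. On simulated data with 200 changed genes (5 simulations of PS05 against control), edgeR recovered 4.59% of genes changed 1.5-fold, 40.5% of genes changed 2-fold and 83.0% of genes changed 4-fold, with 4.89% of the calls false and 0 calls per simulation in an unchanged PS02 group. Most changes of 1.5-fold were therefore not recovered in these simulations, which did not vary the depth, the spread or the number of libraries. A 1.5-fold change lies at the fold change threshold itself, so an estimate that scatters below it fails whatever the power. With 200 changed genes the adjustment was also stricter than in the real data, where 849 genes passed in PS05 against control.

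The comparisons, the tests and the rule for naming genes were set before the data were examined. The rule names every gene whose ID is given in the text or Figure 8 (37 genes, whose fold changes in Figure 8 had been seen) and, for each comparison, the 2 higher and the 2 lower DEGs with the largest change among those with a mean of at least 1 CPM and no overlap between the replicates of the groups. Gene IDs are paired with names by Figure 8 alone, so no list of genes was drawn from descriptions and no set test was run. Fold changes against a group with 1 to 3 counts are given as ratios with a 95% counting interval.

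Alternatives were DESeq2 size factors, total counts with no scaling factor, the Wald test of DESeq2 1.42.0, voom with sample quality weights of limma 3.58.1, edgeR with robust estimation, no filter on low counts, at least 1 CPM in 3 libraries, fits of only the 2 groups compared, no threshold on the fold change, an absolute log2(fold change) of at least 1, the replicate number as a block, leaving out the 20 most abundant genes, and leaving out each library in turn. For the PCA and the correlations they were a pseudocount of 0.1, values not scaled to unit variance, the genes kept by filterByExpr and log2(CPM + 1) values. Chosen after the values were seen were edgeR's likelihood ratio test and quasi-likelihood test on 2 groups with no filter, its exact test on 2 groups, and random thinning of every library to 828858 counts (5 draws). The GO and KEGG enrichments and the RT-qPCR measurements were not analysed here.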

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

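The tests of explanations below, those by thinning among them, were chosen after the counts and the numbers of DEGs had been seen. Their predictions were written before their own results were known, except for a wrong label of PS05 replicate 1 and for bacterial reads, which were chosen only after the results were seen.

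PS05 and PS02 differed by the direct edgeR test at several genes named by Figure 8, given here as log2(fold change) of PS05 against PS02. Lower in PS05 were ATPase subunits b (Sp162d011g006110, −0.64) and gamma (Sp162d013g008930, −0.78), photosystem I subunit VI (Sp162d005g002200, −0.70), the photosystem II 22 kDa protein (Sp162d016g001120, −1.76), fructose-1,6-bisphosphatase I (Sp162d004g002180, −0.82, and Sp162d010g010810, −0.63), aldolase (Sp162d009g005050, −1.29, and Sp162d020g004060, −1.97), GAPDH (Sp162d002g006230, −1.07), a RuBisCO small chain (Sp162d008g001710, −1.73, uncertain because reads may be shared with its near copy), beta-amylase (Sp162d014g001120, −2.76), granule-bound starch synthase (Sp162d002g006620, −1.80), sucrose-6-phosphatase (Sp162d007g000820, −1.04) and an auxin-responsive protein IAA (Sp162d008g011580, −0.65). Higher in PS05 were the LHC II protein (Sp162d001g006590, 1.62), aldolase (Sp162d007g003840, 0.80, and Sp162d004g000190, 1.59), RuBisCO accumulation factor 1 (Sp162d009g001130, 1.94), transaldolase (Sp162d009g004040, 1.02), alpha-amylase (Sp162d013g006180, 0.92), alpha-glucosidase (Sp162d017g000620, 1.69) and beta-amylase (Sp162d010g007270, 1.46). The settings below ended the call at these genes, while the direction stayed the same. At an absolute log2(fold change) of at least 1, 8 genes stayed lower and 6 higher. Scaling by total counts alone ended the call at Sp162d011g006110 (−0.53), Sp162d005g002200 (−0.60, adjusted p = 0.0574 from edgeR), Sp162d010g010810 (−0.53), Sp162d008g001710 (−1.64, adjusted p = 0.0583 from edgeR) and Sp162d008g011580 (−0.55, adjusted p = 0.0927 from edgeR). Robust estimation ended it at Sp162d001g006590 (adjusted p = 0.0572 from edgeR), and only the 2 groups in the fit at Sp162d008g001710 and Sp162d008g011580 (0.0704 and 0.0646). Leaving out 1 library ended it at Sp162d011g006110 (PS02 replicate 1 or PS05 replicate 2, adjusted p = 0.0819 and 0.0798 from edgeR), Sp162d001g006590 (PS05 replicate 1, 0.0591), Sp162d005g002200 (PS02 replicate 1, PS05 replicate 1 or PS05 replicate 2, 0.0827, 0.0599 and 0.0816), Sp162d010g010810 (PS05 replicate 2 or 3, −0.58 in both), Sp162d009g004040 (PS02 replicate 1, PS02 replicate 3 or PS05 replicate 2, 0.0736, 0.065 and 0.0874), Sp162d008g001710 (control replicate 2, any PS02 replicate, or PS05 replicate 2 or 3, up to 0.176) and Sp162d008g011580 (control replicate 2, PS02 replicate 1 or 3, or any PS05 replicate, up to 0.156).

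Genes outside those the paper discusses also differed between PS05 and PS02 by the direct edgeR test. Sp162d018g003430 (−2.09), Sp162d010g009180 (−4.96) and Sp162d007g000880 (−4.46; 2 counts against 74, a ratio of 23.4 with a 95% counting interval of 6.26 to 197) were lower in PS05. Sp162d010g004850 (5.42; 37 counts against 1, a ratio of 58.4 with a 95% counting interval of 9.85 to 2368), Sp162d014g002450 (2.90) and Sp162d003g004340 (4.50) were higher in PS05. The call of Sp162d018g003430 ended without PS02 replicate 3 (adjusted p = 0.0512 from edgeR). That of Sp162d014g002450 ended without PS02 replicate 1 or 3 or PS05 replicate 1 or 2 (adjusted p = 0.112, 0.0806, 0.052 and 0.256 from edgeR) and with DESeq2, limma voom, robust estimation and only the 2 groups in the fit (0.0751, 0.319, 0.217 and 0.0646). Against the control, in data the paper does not discuss, Sp162d018g003430 (3.18) and Sp162d001g014910 (2.21) were higher in PS02, and Sp162d012g001160 (6.40; 69 counts against 1, a ratio of 104 with a 95% counting interval of 18.0 to 4153) and Sp162d001g012940 (4.02) were higher in PS05. Those in PS05 kept a large change but lay near the threshold on adjusted p: the call of each ended without control replicate 1, 2 or 3 or without PS05 replicate 2, with adjusted p up to 0.0724 for Sp162d012g001160 and 0.0933 for Sp162d001g012940 in edgeR, and that of Sp162d012g001160 also with DESeq2, limma voom and robust estimation (0.0889, 0.055 and 0.0783), while the log2(fold change) stayed at 4.26 or more and at 3.50 or more over all alternatives.

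PS05 replicate 1 correlated less with the other libraries than they did with each other. Its mean r with the other libraries was 0.886, against at least 0.911 in the others. With every library thinned to its total, its mean r was 0.867 against at least 0.883 in the others. The gap narrowed but stayed, which argues against its lower total count as the whole cause and leaves it open as a part. Its log2 ratio to the other PS05 libraries followed gene length with rho = 0.0190 across genes, inside the range of the others (−0.123 to 0.154), and without the 20 most abundant genes its mean r was 0.873 against 0.900 to 0.920. Its mean r of 0.893 with the other PS05 libraries was above those with the control (0.883) and PS02 (0.885), which argues against control or PS02 material under a wrong label. That library also had the lowest counted share of clean reads (1.82%, others 2.68% to 5.91%). Its GC content in Table 1 was the highest (58.54%, others 56.74% to 57.84%). Whether these values bear on its low r was not tested. A stronger response of that flask to PS05 likewise stays open as a hypothesis and was not tested.

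PS05 gave more DEGs against the control than PS02 did. The ratio of the counts was 4.43 with every library thinned to the lowest total. Median totals were 1171666 counts in PS05, 1727336 in the control and 1819202 in PS02. Thinning therefore took counts mainly from the other groups and could hardly lower the ratio, so no conclusion on unequal total counts is drawn from it. The ratio was 3.34 without PS05 replicate 1, which argues against that single library as the whole cause. It was 2.22 without PS05 replicate 2, 6.45 without PS02 replicate 1 and 6.61 without PS02 replicate 3. A broader response to PS05 stays open as a hypothesis, since it was found on the same data. In each comparison 1 split of the 6 libraries out of 10, the real one, gave as many DEGs, and 10 splits are too few for a share under 0.05: the real values were 222, 849 and 928 DEGs in PS02 against control, PS05 against control and PS05 against PS02, and the highest of the other splits were 0, 0 and 13.

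Gene counts were a small share of the clean reads. The mean share in the axenic control was 4.30%, which argues against reads from the inoculated bacteria as its main cause. Other causes, such as the filtering and counting steps before the files were made, were not tested, and no biological explanation was tested.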

How the results depend on the processing

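The likelihood ratio test, the exact test, the quasi-likelihood test on 2 groups with no filter and the thinning to equal total counts were chosen only after the values were seen. Of 141 results for named genes, 72 were called, and over 3353 alternative values 3090 kept their side of the threshold, 146 fell short of it and 117 newly passed it, and 0 values called in the main fit or the alternative changed sign, whereas some called in neither did; 31 called results kept their call in every alternative. The order of the DEG counts, PS05 above PS02, held in every alternative, and the cause was not tested for any of the changes below. With total counts alone, 84.1%, 58.7% and 48.4% of DEGs were lower in PS02 against control, PS05 against control and PS05 against PS02, the last one turning the balance. Also moved were the share lower in PS05 against PS02 with DESeq2 (67.7%), with only 2 groups in the fit (66.2%) and with at least 1 CPM in 3 libraries (68.4%, and 72.6% in PS05 against control). With limma voom PS02 had 384 DEGs, and 158 were shared. With no filter on low counts PS02 had 402 DEGs, of which 66.4% were lower, and 170 were shared. With an absolute log2(fold change) of at least 1, there were 430 DEGs in PS05 against control and 504 in PS05 against PS02 (59.1% lower), and 56 were shared. The likelihood ratio test gave 457 DEGs in PS02 (72.2% lower), a ratio of 2.33 and 166 shared. The exact test gave 444 DEGs in PS02, 62.0% lower in PS05 against control, a ratio of 2.39 and 158 shared. The quasi-likelihood test on 2 groups with no filter gave 474 DEGs in PS02 (67.5% lower), 67.2% lower in PS05 against PS02, a ratio of 2.41 and 192 shared. With the replicate number as a block there were 280, 938 and 1004 DEGs in the comparisons above. Of the results for named genes, 6 newly passed and 2 no longer did, the LHC II gene in PS05 against control (adjusted p = 0.0523 from edgeR) and RuBisCO small chain Sp162d008g001710 in PS05 against PS02 (0.0566), and no other call changed. After group means were removed, r between libraries of the same number in different groups was positive for 8 of 9 pairs (−0.0196 to 0.193), over 0.1 for 3, and positive for 6 of 18 pairs of different numbers. The mean of 0.0719 was the highest of 36 numberings (one-sided exact permutation test, p = 0.0278, chosen after the values were seen), and 5 of 9 libraries correlated best with their own number. This is a hint from the data of something shared by number, which the labels and methods do not name. Not every pair was over 0.1, so the numbers were not taken to pair the libraries. The PC1 share was 23.8% without scaling to unit variance and 25.3% on the genes kept by filterByExpr. The mean r of the control with PS02 and with PS05 was 0.872 and 0.842 with a pseudocount of 0.1, and 0.957 and 0.941 with log2(CPM + 1).

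Leaving out each library in turn gave 107 (without control replicate 2) to 353 (without PS02 replicate 2) DEGs in PS02 against control, 471 (without control replicate 1) to 937 (without PS02 replicate 2) in PS05 against control and 589 (without PS02 replicate 1) to 1027 (without PS02 replicate 2) in PS05 against PS02. The shares lower ran from 64.9% to 88.3%, 65.7% to 75.6% and 62.7% to 68.2%, the ratio from 2.22 to 6.61 and the number shared from 37 to 132. The PC1 gap of PS05 to the other libraries ran from 106.7 to 129.3, the PC1 share from 23.4% to 25.5%, the PC2 share from 17.5% to 19.4%, and the mean r of the control with PS02 from 0.925 to 0.936 and with PS05 from 0.896 to 0.916. With every library thinned to 828858 counts, 160.8 ± 15.5, 708.8 ± 20.8 and 755.6 ± 13.5 DEGs (SD, 5 draws) passed in the 3 comparisons.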

Differences from the paper's values

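The likelihood ratio, exact and quasi-likelihood tests on 2 groups were chosen only after the values were seen. For PS02 against control the paper gives 454 DEGs, 136 higher and 318 lower, and the values here were 222, 47 and 175 at the same thresholds. Of the alternatives set before the data were examined, the total came within 1.5-fold of the paper's with limma voom (384), no filter on low counts (402), only 2 groups in the fit (304) and without PS02 replicate 2 (353). The number higher did so with limma voom (97), no filter (135) and without PS02 replicate 2 (124), and the number lower with total counts alone (212), limma voom (287), no filter (267), only 2 groups in the fit (234), without PS02 replicate 2 (229) and without PS05 replicate 1 (217). The others did not. Chosen after the values were seen, edgeR's likelihood ratio test (457), exact test (444) and quasi-likelihood test on 2 groups with no filter (474) also reached it, dropping 4, 6 and 2 of the 40 changes that Figure 8 marks.

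The paper gives a ratio of 2.4 between the DEG counts of PS05 and PS02, and the value here was 3.82. It came within 1.5-fold with total counts alone (3.24), DESeq2 (3.35), limma voom (2.58), no filter (2.65), only 2 groups in the fit (2.81), an absolute log2(fold change) of at least 1 (2.65), the replicate block (3.35), and without control replicate 1 (2.68), PS02 replicate 2 (2.65), PS05 replicate 1 (3.34), PS05 replicate 2 (2.22) or PS05 replicate 3 (2.63), and not with the others set before the data were examined. The added tests, chosen after the values were seen and dropping 4, 6 and 2 of the marked changes, gave 2.33, 2.39 and 2.41.

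The paper gives 175 DEGs shared by both treatments, and the value here was 87. It came within 1.5-fold with limma voom (158), no filter (170), without PS02 replicate 2 (129) and without PS05 replicate 1 (132), and not with the others set before the data were examined. The added tests, chosen after the values were seen and dropping 4, 6 and 2 of the marked changes, gave 166, 158 and 192. Figure 6c shows about 27 genes shared and higher and about 110 shared and lower, read by eye, against 5 and 60 here. The number higher came within 1.5-fold with no filter (28) and without PS02 replicate 2 (20), and the number lower with limma voom (115), no filter, the replicate block (74), without PS02 replicate 2 (76) and without PS05 replicate 1 (94), and not with the others set before the data were examined. The added tests gave 26, 24 and 32 higher and 103, 99 and 117 lower.

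All 74 fold changes of Figure 8 lay within 1 standard error of those here (largest difference 0.0758), and of the 40 that it marks as significant, 31 were called here, with 0 called that it does not mark. The figure marks an adjusted p below 0.05 with no threshold on the fold change, and by that criterion 32 were called here. The 9 that did not pass both thresholds are given here. In PS02 these were aldolase Sp162d004g000190 (−1.14; passed with total counts alone, DESeq2, limma voom, robust estimation, no filter, at least 1 CPM in 3 libraries, only 2 groups in the fit, the 3 added tests, and without PS02 replicate 2 or PS05 replicate 1), AGPase Sp162d019g005800 (0.85; no filter, the added quasi-likelihood test, without PS02 replicate 2), alpha-amylase Sp162d009g003240 (0.98; limma voom, no filter, the added quasi-likelihood test, without PS02 replicate 2) and starch synthase Sp162d008g005460 (0.83; limma voom, no filter, the 3 added tests, without PS02 replicate 2). The paper states that starch synthase rose in both treatments and that AGPase rose in PS02, and from RT-qPCR it reports no significant change of AGPase. In PS05 they were photosystem I subunit VIII Sp162d013g007940 (0.74; DESeq2, limma voom, no filter, only 2 groups in the fit, the replicate block, the 3 added tests, without PS05 replicate 1), fructose-1,6-bisphosphatase I Sp162d010g010810 (−0.55; limma voom, at least 1 CPM in 3 libraries, no threshold on the fold change, without PS05 replicate 1), RuBisCO small chain Sp162d008g001710_1 (−2.63; no filter, the added likelihood ratio and quasi-likelihood tests, without control replicate 1), sucrose-6-phosphatase Sp162d007g000820 (−0.60; no filter, without PS02 replicate 2) and auxin response factor Sp162d007g004930 (−1.3; no filter, the replicate block, the added likelihood ratio and quasi-likelihood tests, without PS05 replicate 1).

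The paper states that granule-bound starch synthase rose in both treatments by RT-qPCR (about 2.5 in PS02 and about 2.0 in PS05 on the log2 scale in Figure 9, read by eye) and that the RT-qPCR patterns match those of RNA sequencing. In the counts the gene that Figure 8 names so (Sp162d002g006620) had a log2(fold change) of 0.57 in PS02, which did not pass, and fell by 1.23 on the log2 scale in PS05. The primer sequences are in a supplementary table that was not available here, so whether they match this gene is not known.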

Other observations

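The comparison of PS02 replicate 2 with the other libraries at the starch genes was chosen only after the values were seen.

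PS05 differed from PS02 by 928 DEGs and from the control by 849 DEGs, and 347 of the genes that differed between the isolates were DEGs of neither isolate against the control. Without PS02 replicate 1 there were 589 DEGs between the isolates, and without PS05 replicate 2 there were 612 (534 between PS05 and the control).

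PS02 replicate 2 lay apart from the other PS02 libraries at several starch genes. Without it 6 of the 12 starch genes of Figure 8 were higher in PS02 than in the control, against 1 with it. These were AGPase (log2(fold change) 1.18), starch synthase (1.00), granule-bound starch synthase (0.76), isoamylase (Sp162d007g010240, 0.77), alpha-amylase (Sp162d009g003240, 1.27) and 1 beta-amylase (Sp162d014g001120). No cause was tested.

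Over the 37 genes of Figure 8, 1 was higher and 2 were lower in PS02 against control, 10 were higher and 18 lower in PS05 against control, and 8 were higher and 14 lower in PS05 against PS02. Scaling by total counts alone turned the balance in PS05 against PS02 to 10 higher and 9 lower. At an absolute log2(fold change) of at least 1, 5 were higher and 7 lower in PS05 against control.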
